# Physiological and stem cell compartmentalization within the Drosophila midgut

**DOI:** 10.7554/eLife.00886

**Published:** 2013-08-27

**Authors:** Alexis Marianes, Allan C Spradling

**Keywords:** intestine, midgut, stem cell, Drosophila, cancer, *D. melanogaster*

## Abstract

The Drosophila midgut is maintained throughout its length by superficially similar, multipotent intestinal stem cells that generate new enterocytes and enteroendocrine cells in response to tissue requirements. We found that the midgut shows striking regional differentiation along its anterior-posterior axis. At least ten distinct subregions differ in cell morphology, physiology and the expression of hundreds of genes with likely tissue functions. Stem cells also vary regionally in behavior and gene expression, suggesting that they contribute to midgut sub-specialization. Clonal analyses showed that stem cells generate progeny located outside their own subregion at only one of six borders tested, suggesting that midgut subregions resemble cellular compartments involved in tissue development. Tumors generated by disrupting Notch signaling arose preferentially in three subregions and tumor cells also appeared to respect regional borders. Thus, apparently similar intestinal stem cells differ regionally in cell production, gene expression and in the ability to spawn tumors.

**DOI:** http://dx.doi.org/10.7554/eLife.00886.001

## eLife digest

Many cells in the body accumulate wear and tear over time, and a fraction of them are always nearing the end of their lives. However, in some tissues there are stem cells that can divide into daughter cells which then differentiate and replace the damaged cells. Unlike embryonic stem cells, these ‘adult tissue stem cells’ normally differentiate into only a few related cell types, but their ability to produce replacement cells keeps the tissue functioning normally. Here, Marianes and Spradling have investigated a type of adult stem cell, known as intestinal stem cells, that resides in the midgut of fruit flies.

The midgut is the major site of digestion in fruit flies, and functions much like the small intestine in mammals. This tissue is a long tube that is lined with two types of cells: digestive cells and hormone-producing cells. These cell types are maintained by thousands of apparently similar intestinal stem cells, and it has long been thought that the stem cells give rise to cells throughout the midgut by responding to the same set of signals. However, certain digestive processes—such as the breakdown or uptake of particular nutrients—are known to occur only in a specific portion of the intestine. For example, in fruit flies, a region in the middle of the intestine is acidified, and may act like an extra stomach. And in both fruit flies and mammals, iron is taken up mostly in the area of the gut just after the stomach. These regional differences in function have led to uncertainty over how midgut cells both arise and are replaced.

Marianes and Spradling now show, based on a detailed study of tissue cells and stem cells, that the midgut contains at least ten subregions that occur in a specific order. The cells in these subregions have distinct features, including shape, size and contents (e.g., stores of carbohydrates or nutrients). Each subregion appears to perform specific functions during digestion, and the cells in these subregions also transcribe genes that reflect their roles in breaking down or storing various nutrients. Interestingly, the stem cells in most subregions are distinct, and do not differentiate into the cells from adjacent subregions. The subregions also differ in their incidence of cancer: when a particular signal was inhibited in stem cells in all ten subregions, aggressive tumors formed in only three subregions and the tumor cells did not cross into neighboring subregions.

These observations may inform future studies of the mammalian small intestine and improve our understanding of its susceptibility to cancer and other diseases.

**DOI:** http://dx.doi.org/10.7554/eLife.00886.002

## Introduction

Stem cells allow a tissue to maintain homeostasis by regularly replacing old and damaged cells (reviewed in Losick et al., 2011). For example, intestinal stem cells (ISCs) of the adult Drosophila midgut (Ohlstein and Spradling, 2006; Micchelli and Perrimon, 2006) generate the two major differentiated cell types of the gut, enterocytes and enteroendocrine cells, throughout life. ISCs with high levels of the Delta (Dl) ligand specify daughters to be enterocytes via unidirectional Notch signaling, while ISCs with low Delta levels specify enteroendocrine cell daughters (Micchelli and Perrimon, 2006; Ohlstein and Spradling, 2006, 2007). Although, the exact nature of their niche remains unclear, ISCs are highly responsive to signals from neighboring cells. The animal’s nutritional state, as sensed in part by insulin signaling, influences ISC division and whether divisions are symmetric or asymmetric (Choi et al., 2011; O’Brien et al., 2011). Dietary toxins, pathogenic bacteria, or other stressors stimulate enterocytes to release Egfr and JAK/STAT ligands that trigger nearby stem cells to multiply and produce tissue hyperplasia (reviewed in Jiang and Edgar, 2011).

ISCs that follow a generally similar program of enterocyte and enteroendocrine cell production based on Notch signaling were detected along the entire length of the midgut by clonal analysis and marker gene expression (Ohlstein and Spradling, 2006; Micchelli and Perrimon, 2006; Ohlstein and Spradling, 2007). Whether these stem cells are precisely equivalent, however, has not been critically tested since most studies have focused on the posterior midgut, where ISC divisions are frequent. Some differences are plausible, since histological studies have long distinguished the middle midgut from the anterior and posterior segments. The middle midgut has an acidic pH, and is itself tripartite in organization. The anterior portion contains specialized enterocytes known as interstitial cells (Filshie et al., 1971), interspersed with morphologically distinctive ‘copper cells’, which selectively fluoresce following exposure to copper ions (Poulson and Bowen, 1952; McNulty et al., 2001). There follows a zone of ‘large flat cells’ (Poulson and Waterhouse, 1960) and an ‘iron region’ enriched in the iron-storage protein Ferritin (Poulson and Waterhouse, 1960; Poulson and Bowen, 1952; Mehta et al., 2009). Copper cells depend uniquely on the homeotic gene *labial* during embryonic differentiation (Panganiban et al., 1990; Hoppler and Bienz, 1994; Dubreuil et al., 2001) and function in acid production using vacuolar H^+^ ATPase pump proteins localized on their apical membranes (Dubreuil, 2004; Shanbhag and Tripathi, 2009). A recent study of ISCs in the copper region (Strand and Micchelli, 2011) found that they are capable, like posterior ISCs, of replenishing all the major cell types, including copper, interstitial and enteroendocrine cells. However, copper region ISCs were reported to differ from posterior ISCs in lacking the Notch ligand Delta, and in being normally quiescent in the absence of stress (Strand and Micchelli, 2011). Thus, the regulation of ISCs differs in the copper region compared to other studied regions of the midgut.

The possible existence of regional variation is further suggested by the restricted spatial localization of some digestive enzymes in midguts from a variety of insects (reviewed by Terra and Ferreira, 1994) and from Drosophila larvae. Some enzymes, such as the lipase Magro (Sieber and Thummel, 2012), may be trafficked into the midgut from the proventriculus via the peritrophic matrix (King, 1988). Others such as, α-amylase, which is expressed primarily in the anterior and posterior midgut regions (Thompson et al., 1992) probably indicate true regional differences in enterocyte expression. Some of the strongest evidence for further regionalization comes from studies showing that unique neuropeptides are secreted by enteroendocrine cells located in specific gut regions (Ohlstein and Spradling, 2006; Veenstra et al., 2008). These spatial differences in gene expression might be induced downstream of the ISC by region-specific signals, or they might reflect intrinsic differences in regional stem cell programming.

Here we document extensive regionalization along the length of the Drosophila midgut, at the level of morphology, cell behavior and gene expression. Each subregion displays a sharp boundary with its neighbors, suggesting that it carries out distinctive functions. ISCs likely contribute to these differences, since stem cells from most tested regions did not produce adjacent region cells even when located at the border. Regional stem cell differences likely influence tumorigenesis, since midgut tumors caused by attenuating Notch signaling arose at very different rates in the different subregions. Thus, tissue stem cells may comprise a wider variety of types, each with a more limited therapeutic scope, than previously appreciated.

## Results

### Regionalized morphological ultrastructure along the midgut a/p axis

The Drosophila intestine varies significantly in cellular content and activity based on age, sex, mating status, and nutritional and environmental conditions (Ohlstein and Spradling, 2006; O’Brien et al., 2011; reviewed in Jiang and Edgar, 2011). We used stringent animal husbandry strategies to minimize such variation. Only, fertilized adult females 4–14 days of age were employed to avoid the final steps of gut maturation that take place in young adults (Takashima et al., 2013a), as well as age-induced decline (O’Brian et al., 2011). Flies were kept at a controlled density in fresh vials, at 25°C and provided with a uniform level of nutrition before and during the study period. Under these conditions, the cellular structure of the midgut was stable and reproducible as assessed by cell counts along its length (Figure 1). Our rationale was to understand a ‘steady state’ gut before analyzing the more complex situations where the gut is changing its structure (O’Brien et al., 2011).

**Figure 1.**
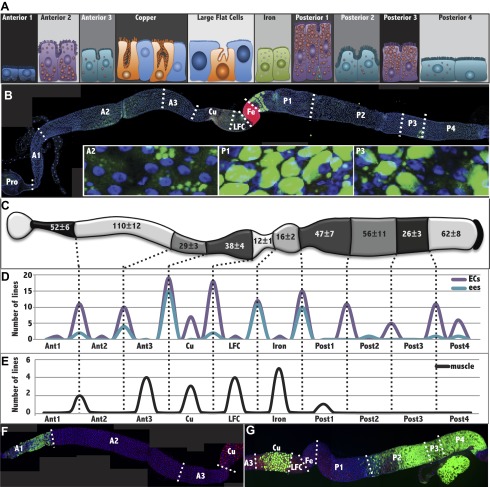
The Drosophila midgut is comprised of multiple subregions. (**A**) Drawings are shown to scale of representative enterocytes from each of 10 consecutive regions located along the anterior-posterior (a/p) axis of the midgut, as determined from electron microscopy, including parietal cells (orange) and interstitial cells (sky blue). Cells enriched in glycogen (navy blue), lipid (purple or teal), or iron (green) are shown. (**B**) A midgut from a Fer-GFP protein trap stained anti-GFP (red) to highlight the Fe region, and with Nile red (green) to highlight lipid-rich regions A2, P1, and P3. Inset: lipid staining in the indicated zones is shown at higher magnification. (**C**) Midgut drawing showing the average number of enterocyte cell diameters along the a/p axis within the 10 subregions (± SEM). (**D**) Gene expression borders in enterocytes (ECs, purple) or enteroendocrine cells (ees, blue) at the indicated subregion junctions are totaled for 49 Janelia lines with patterned midgut expression. (**E**) Gene expression borders in midgut–associated muscle relative to subregion junctions are totaled for the eight Janelia lines with patterned circular muscle expression. (**F** and **G**) Midguts from a R45D10-GAL4; UAS-GFP female (**F**) or R50A12-GAL4; UAS-GFP female (**G**) stained with anti-Cut (red polyploid Cu cells), anti-Prospero (red diploid cells throughout), and anti-GFP antibody shows expression restricted to A1 or to Cu, P2, P3 and P4, respectively. **DOI:** http://dx.doi.org/10.7554/eLife.00886.003

**Figure 1—figure supplement 1.**
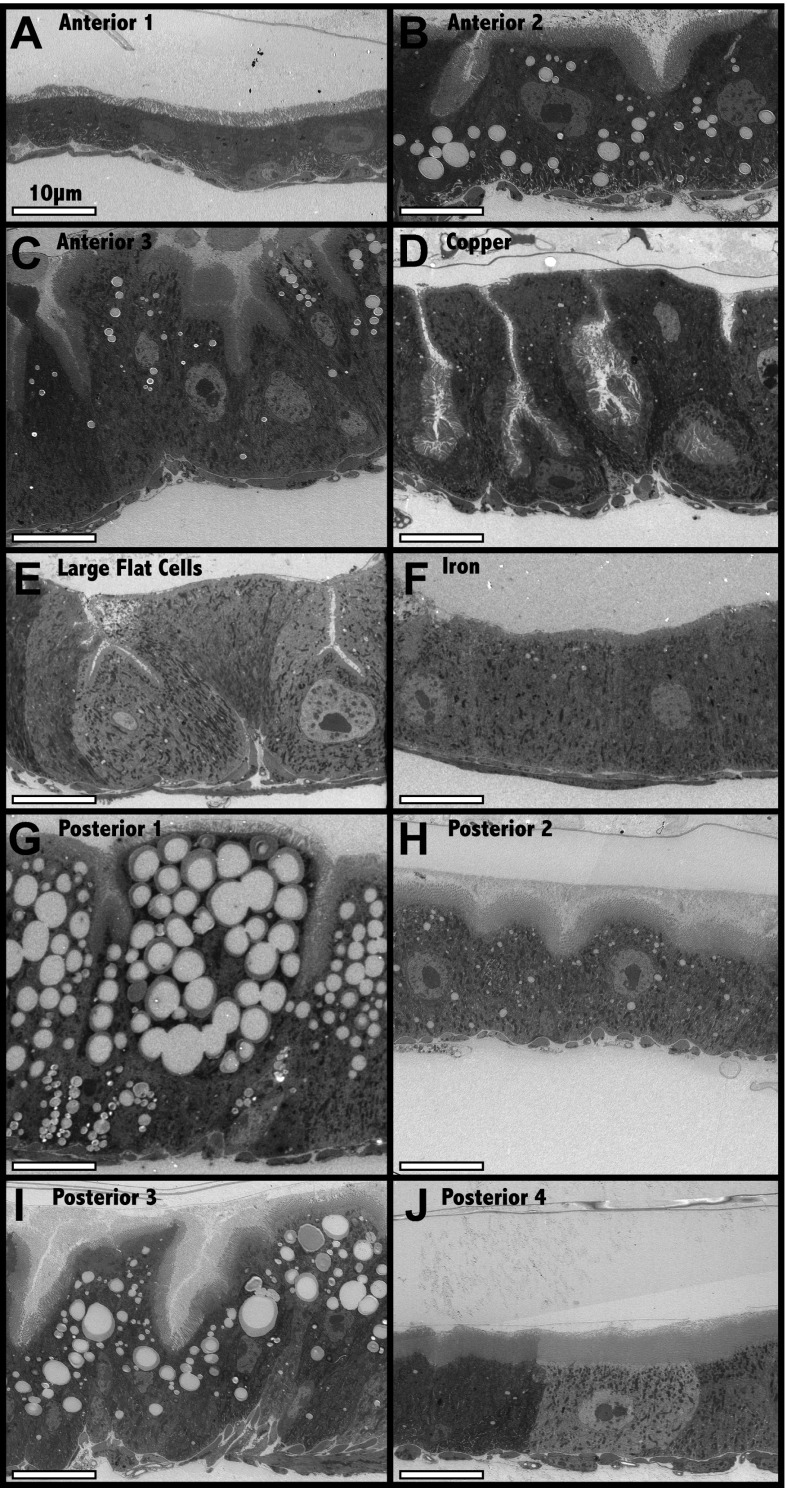
Electron microscopic analysis of midgut enterocytes reveals ten subregions along the anterior-posterior axis (see diagram above). (**A**–**J**) Representative electron micrographs of enterocytes within the indicated regions are shown. Scale bars are shown. **DOI:** http://dx.doi.org/10.7554/eLife.00886.004

**Figure 1—figure supplement 2.**
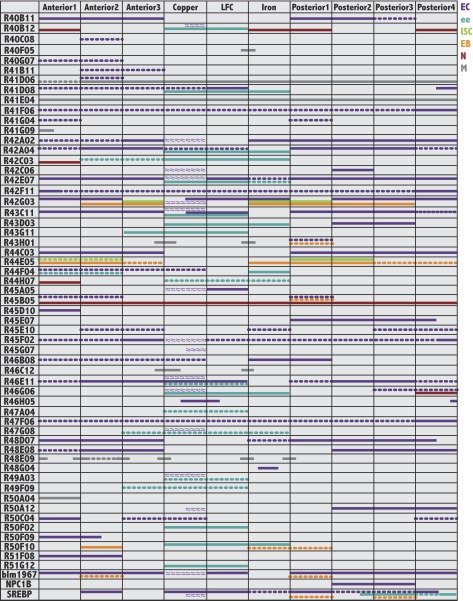
Gene expression patterns of Janelia and other useful Gal4 lines. For each GAL4 line shown on the left, colored bars indicate its pattern and cell type specificity of expression within the ten midgut subregions (columns). Cell type is indicated by color: enterocytes (EC:purple), enteroendocrine cells (ee:blue), intestinal stem cells (ISC:green), enteroblasts (EB:orange), enteric neurons (N:burgundy), circular visceral muscle (M:grey). A continuous line indicates strong expression (over 50% of cells), whereas a dashed line indicates weaker expression (less than 50% of cells). Purple wavy lines indicate parietal cell expression. Not all patterns corresponded to regional boundaries, as indicated by lines that cross their borders. **DOI:** http://dx.doi.org/10.7554/eLife.00886.005

Under these conditions, we looked for differences in enterocyte morphology along the a/p axis of the Drosophila midgut using light and electron microscopy (EM). EM analyses of longitudinally sectioned midguts revealed many more reproducible regional differences in enterocyte structure than those described previously in the middle midgut, including differences in cell type, cell size, membrane invaginations, microvillar length, and the presence of ferritin particles, glycogen or lipid droplets (Figure 1—figure supplement 1). Differences were summarized in scale drawings that define 10 distinct zones along the a/p axis (Figure 1A). Furthermore we used nutrient-specific and antibody stains, as well as protein trap lines to validate many of the subregions. Ferritin-GFP selectively stained the Fe region, while Nile red, which stains lipid droplets, marked the A2, P1 and P3 zones (Figure 1B), the same regions showing enterocytes with high lipid content in EM images. The number of enterocyte cell diameters along the a/p axis within each section was recorded for multiple guts and these proved to be highly reproducible (Figure 1C).

### GAL4 expression patterns correspond to midgut structural features

We searched for gene expression differences that would mirror these variations in enterocyte structure. Since GAL4 driver lines would be particularly useful for subsequent functional tests, we screened the midgut expression patterns of 931 Gal4 lines from the Janelia Farm collection (Jenett et al., 2012) and eight additional GAL4 strains. The GFP expression patterns driven by the most useful lines in 5–10 day old adult female midguts (Figure 1—figure supplement 2) are summarized in Figure 1D–E. One example (Figure 1F) shows expression only in A1, while another labels the Cu region, as well as in P2-4 (Figure 1G). By counting the number of enterocytes along the a/p axis, bands of GFP expression were approximately mapped to subregions (Figure 1F–G, dashed lines) in each particular cell type (Figure 1—figure supplement 2). The correspondence of gene expression boundaries in endodermal cells with the morphological junctions of the 10 subregions was striking (Figure 1D). In contrast, gene expression boundaries in gut muscle were mostly offset from these boundaries (Figure 1E).

### Gene expression varies extensively between midgut subregions

We next investigated whether physiologically meaningful differences in endogenous gene expression occur in the different regions of the midgut. For this purpose, we used appropriate GAL4 lines to drive UAS-GFP fluorescence, and manually isolated specific gut subregions under a fluorescence microscope. Dissected regions were rapidly isolated in small quantities, and total cellular RNA was extracted using a protocol that prevented RNA degradation. RNA samples from 30 separate preparations derived from 10 different single or grouped regions (Figure 2A) were analyzed by RNAseq using paired-end reads of 100 × 100 nucleotides and a depth of 30–110 million reads (Supplementary file 1A).

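Gene expression was measured in hand-dissected pieces of the adult midgut, from 10 dissections with 3 libraries each. The 7 segments were A1, A2-3, Cu (the copper cell region), LFC-Fe (the large flat cells together with the iron cells), Fe (the iron cell region), P1 and P2-4. The 3 zones, A1-3, Cu-LFC-Fe and P1-4, came from separate preparations and are compared only with each other. In each dissection the paper cut the gut along the border of a GAL4 line driving GFP, selected polyadenylated RNA and made libraries whose kit does not mark the strand. By the paper, A2-3, Cu and LFC-Fe came from the same line, Fe, P1 and P2-4 from another, and A1 from both. The zones came from a different line, joined in Cu-LFC-Fe and P1-4 by that of Fe. Differences between segments of unlike lines cannot be separated from effects of the line. The authors aligned the read pairs to dm3 with TopHat2 and gave each gene 1 fpkm value per library with Cufflinks, the number of fragments per kilobase of transcript scaled by the mapped fragments of the library. Each library lists the same 15602 genes, identified by FlyBase number, symbol and position in dm3. The files hold no counts, and the error bounds that Cufflinks printed correspond to between 10.8 M and 40.2 M fragments per library. For a gene between 1 and 10 fpkm, those bounds lay at a median of 15.9% of the value, from 11.2% to 22.6% by library. Differences between segments and between zones were tested with limma on log2 values after adding 0.1 fpkm, over genes of at least 1 fpkm in 3 or more libraries that Cufflinks had quantified in all of them. That left 8856 genes in the 21 segment libraries and 8248 genes in the 9 zone libraries, and a difference was called at a Benjamini-Hochberg adjusted p under 0.05. Gene families and markers of other tissues were listed before the data were examined, and each list was tested with camera, a gene set test of limma that compares its members with all other genes. The p-values measure only the spread between these samples. Reads of near-identical genes, of overlapping genes and of genes on opposite strands cannot be told apart in these values.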

**Figure 2.**
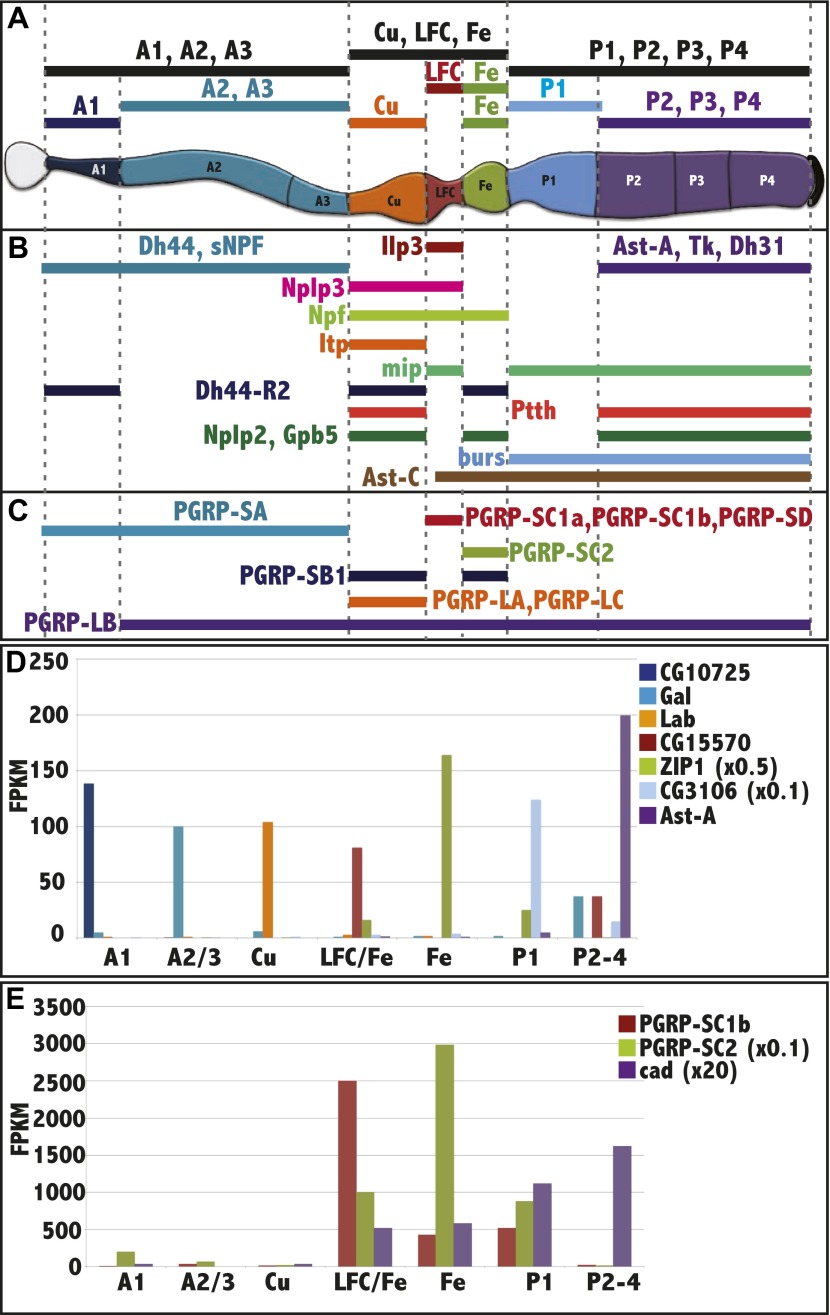
RNAseq analysis of midgut subregions. (**A**) Schematic of the 10 samples collected. Bars represent isolated portions of gut tissue, either containing single regions (A1, Cu, Fe, P1) or pooled regions (A1-3, Cu-LFC-Fe, P1-4, A2-3, LFC-Fe, P2-4). (**B**) Expression profile of select hormones showing regional specificity. (**C**) Expression profile of PGRP isoforms showing regional specificity. (**D**) Regionalized gene expression validates RNAseq method and rules out cross contamination. For each gene (key at right), its mean expression level (fpkm) by RNAseq in the three replicate isolated regions (x axis) is plotted. CG10725 (peritrophic membrane), Gal (beta-Galactosidase), lab (homeobox transcription factor), CG15570 (unknown), ZIP1 x 0.5 (zinc-iron transporter), CG3106 x 0.1 (acyl transferase), Ast (Allatostatin). (**E**) Regionalized expression of *caudal (cad)* and two PGRP genes implicated in immune interactions with the midgut microbiome. **DOI:** http://dx.doi.org/10.7554/eLife.00886.006

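Marker genes of gut muscle and blood cells differed in level between the dissected pieces, and some of Malpighian tubule and ovary were present. Act57B, a muscle actin, stood at 109 ± 7.03 fpkm (SD, n = 3) in Cu and at 25.7 ± 10.7 fpkm (SD, n = 3) in A1. Of 17 muscle genes tested, 13 were higher in Cu than in the other 6 segments and none was lower, while 16 were lower in A1 and none was higher. By camera of limma the adjusted p was 0.013 for Cu and 2.9e-04 for A1, against adjusted p = 0.70 and 0.53 with an estimated correlation. In LFC-Fe 4 of them were higher, in Fe 1, and in P1 7 were lower. The median of all tested genes itself stood at 0.26 in Cu and -0.31 in A1 on the log2 scale. Among the zones, 14 of 18 muscle genes were lower in A1-3 and 14 were higher in P1-4. Only 1 was higher in Cu-LFC-Fe, the zone that holds Cu (camera of limma, adjusted p = 0.90). All 4 hemocyte genes tested were higher in Cu (camera of limma, adjusted p = 0.033; adjusted p = 0.23 with an estimated correlation), among them crq, a scavenger receptor, at 117 ± 16.2 fpkm (SD, n = 3). Of 6 fat body genes none changed at the gene level in P1, and the list as a whole lay lower there (camera of limma, adjusted p = 0.029; 0.58 with an estimated correlation). The 4 neuron genes had 2 members higher in Cu and no list call in any segment (camera of limma, adjusted p = 0.28 in Cu). The Malpighian tubule genes, of which 6 were tested, had 2 members higher in P2-4 and no list call there (camera of limma, adjusted p = 0.57). osk, a gene of the female germ line, reached at least 10 fpkm in 9 of the 30 libraries, among them all 3 of P1. Of 13 ovary genes tested none was higher or lower in any segment, and the list was called in none of them, P1 having the lowest value (camera of limma, adjusted p = 0.059). Among the zones the list lay higher in A1-3, though none of its 8 tested genes passed (camera of limma, adjusted p = 0.024, against 0.69 with an estimated correlation). Tests were repeated without those 9 libraries, an alternative chosen after seeing the data, wherever another library of the dissection remained.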

The sequence data confirmed that specific regions had been isolated free of significant cross-contamination and revealed a much greater level of regionalized gene expression than previously supposed. For example, the expression of the neuropeptides Npf and Ast-A is patterned within the midgut (Veenstra et al., 2008) and we observed expression of the corresponding mRNAs within the middle and posterior regions, as predicted, along with patterned expression of many other previously unlocalized neuropeptide mRNAs (Figure 2B,D). 

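Npf mRNA, encoding neuropeptide F, was highest in Cu at 387 ± 48.7 fpkm (SD, n = 3), followed by LFC-Fe at 127 ± 45.2 and Fe at 122 ± 60.1 fpkm, and fell to 2.29 ± 1.63 fpkm in P2-4. Ast mRNA, encoding Allatostatin A, was highest in P2-4 at 199 ± 25.3 fpkm (SD, n = 3) and stood at 5.02 ± 1.38 fpkm in P1 and at no more than 1.59 fpkm on average in any other segment. Ast-C, encoding another allatostatin, had its highest mean in LFC-Fe, at 309 ± 74.6 fpkm (SD, n = 3), and Dh31, a diuretic hormone, in P2-4, at 24.5 ± 4.78 fpkm (SD, n = 3). Tk, encoding tachykinins, was present along the whole midgut, at 71.2 ± 7.24 fpkm in P2-4, 49.8 ± 10.5 fpkm in A2-3 and 8.50 ± 4.15 fpkm in P1, while sNPF, encoding the short form of neuropeptide F, averaged 2.15 fpkm in A1 and 0.0462 fpkm in Cu. npf (FBgn0027109, on 3R from 12434942 to 12437047) lay 1.66 higher on the log2 scale in Cu than in LFC-Fe (standard error 0.53, limma, adjusted p = 0.030) and 7.64 higher than in P2-4 (standard error 0.53, adjusted p = 6.5e-09). Ast (FBgn0015591, on 3R from 20586252 to 20590780) fell by 5.30 on the log2 scale from P2-4 to P1 (standard error 0.66, limma, adjusted p = 5.1e-05). All 13 peptide hormone and receptor genes of Figure 2B that could be tested, of 16 in the files, differed among the segments by limma's F test. Against the other 6 segments, 8 were higher in P2-4 and 2 lower (camera of limma, adjusted p = 0.081), 5 were higher in Cu and 5 lower, and 7 were lower in A2-3 and 2 higher (camera of limma, adjusted p = 0.035; adjusted p = 0.36 with an estimated correlation). The counts adjusted over the list alone were 8 higher and 2 lower in P2-4, and the study chose this list on these samples, so its direction is not independent evidence. The difference in npf between Cu and LFC-Fe was lost with median-ratio scaling, without the libraries rich in osk and without Cu replicate 1, Cu replicate 2, Cu replicate 3, LFC-Fe replicate 1 or LFC-Fe replicate 2, its adjusted p by limma running from 0.0080 to 0.19 over all alternatives.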

The *labial (lab)* gene encodes a homeobox transcription factor that is only expressed in the copper cell region, where it is required for copper cell differentiation (Panganiban et al., 1990; Hoppler and Bienz, 1994; Dubreuil et al., 2001; Strand and Micchelli, 2011). The RNAseq data showed that labial reads were detected only within the middle midgut in experiments that divided the midgut into anterior (A1, A2 and A3), middle (Cu, LFC and Fe) or posterior (P1, P2, P3 and P4) sections. 

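In the zone libraries lab, which encodes a homeodomain protein, stood at 52.6 ± 12.1 fpkm (SD, n = 3) in Cu-LFC-Fe, at 0.393 ± 0.237 fpkm in A1-3 and at 0.348 ± 0.519 fpkm in P1-4. The 3 Cu-LFC-Fe libraries lay between 40.1 and 64.3 fpkm, and the highest of the other 6 zone libraries, P1-4 replicate 2, held 0.946 fpkm. The mean in Cu-LFC-Fe was 134 times that in A1-3 and 151 times that in P1-4. lab (FBgn0002522) lies on 3R from 2487149 to 2504312 of dm3. On the log2 scale it fell by 6.86 from Cu-LFC-Fe to A1-3 (standard error 0.79, limma, adjusted p = 3.0e-04) and lay 7.54 higher than in P1-4 (standard error 0.79, limma, adjusted p = 2.6e-04). All 9 zone libraries listed lab above 0.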

Revealingly, *lab* fpkm was 40–100 times higher in isolated Cu region RNA than in any other adult midgut region (Figure 2D). 

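Among the segments lab was highest in Cu, at 104.16 ± 10.1 fpkm (SD, n = 3). LFC-Fe held 2.66 ± 0.847 fpkm and Fe 1.69 ± 1.15 fpkm, and the means of the 4 remaining segments lay between 0.364 fpkm in P2-4 and 0.780 fpkm in A2-3. The ratio of the means was 39.2 for Cu over LFC-Fe, 61.7 over Fe, 134 over A2-3, 186 over A1, 212 over P1 and 287 over P2-4. All 3 Cu libraries, between 92.9 and 112 fpkm, lay above every library of the other 6 segments, of which LFC-Fe replicate 3 was highest at 3.63 fpkm. Against the next highest segment, LFC-Fe, the log2 difference was 5.28 (standard error 1.13, limma, adjusted p = 0.0024). This call was lost with 0.01 fpkm added in place of 0.1 (limma, adjusted p = 0.069) and without the libraries rich in osk (limma, adjusted p = 0.056), and its adjusted p ranged from 1.8e-07 to 0.069 over all alternatives. In the 2 alternatives that lost it the log2 difference was 5.33 and 5.63. The folds over A1, P1 and P2-4 rest on means pulled down by libraries listed at 0.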

All seven of the midgut segments we were able to isolate showed highly specific gene expression. 

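In A1 CG1678 stood at 9578 ± 3595 fpkm (SD, n = 3) and at no more than 3.61 fpkm on average outside the anterior, with A2-3 replicate 2 at 3956 fpkm. A2-3 held 9609 ± 897 fpkm of CG7542 against 389.8 ± 215 fpkm in A1, the next segment, and 22.7 ± 1.59 fpkm of CG16723 against 1.10 ± 1.22 fpkm. Vha100-4, a subunit of the vacuolar proton pump, reached 1328 ± 117 fpkm in Cu and 16.8 ± 8.17 fpkm in A2-3, and CG12194 reached 458 ± 27.2 fpkm in Cu and 9.37 ± 5.32 fpkm in LFC-Fe. In Fe sad, a cytochrome P450 of ecdysone synthesis, stood at 134 ± 109.8 fpkm against 7.98 ± 9.12 fpkm in P1 and 0.429 ± 0.199 fpkm in LFC-Fe, and 7B2, a partner of the prohormone convertase, stood at 218 ± 147 fpkm against 20.3 ± 2.58 fpkm in P2-4. P1 was marked by the Jonah protease gene Jon99Fii, at 20010.0 ± 1609 fpkm against 4929.9 ± 965 fpkm in P2-4, and P2-4 by CG17475, at 1481 ± 278 fpkm against 13.7 ± 16.6 fpkm in P1. Rgk1, a small GTPase, was the 1 gene higher in LFC-Fe than in every other segment, at 18.3 ± 6.16 fpkm against 7.78 ± 2.06 fpkm in Fe. On the log2 scale the difference to the next segment was 9.48 for CG1678 (standard error 2.44, limma, adjusted p = 0.022), 4.78 for CG7542 (limma, adjusted p = 3.0e-04) and 6.40 for Vha100-4 (limma, adjusted p = 0.0084). It was 4.33 for sad (standard error 1.03, limma, adjusted p = 0.010), 1.21 for Rgk1 (limma, adjusted p = 0.022) and 2.04 for Jon99Fii (limma, adjusted p = 0.046). The call for CG1678 was lost with 0.01 fpkm added, without the libraries rich in osk and without A1 replicate 2, A1 replicate 3, A2-3 replicate 1 or A2-3 replicate 3 (limma, adjusted p from 6.1e-05 to 0.12 over all alternatives). That for Rgk1 was lost with quantile normalization, without the libraries rich in osk and without LFC-Fe replicate 3 or Fe replicate 1 (limma, adjusted p from 0.0068 to 0.31), that for sad with 0.01 fpkm added and without P1 replicate 3 (limma, adjusted p from 4.3e-04 to 0.065), and that for Jon99Fii when almost any single library was left out (limma, adjusted p from 0.0025 to 0.25).

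**Figure D1:**
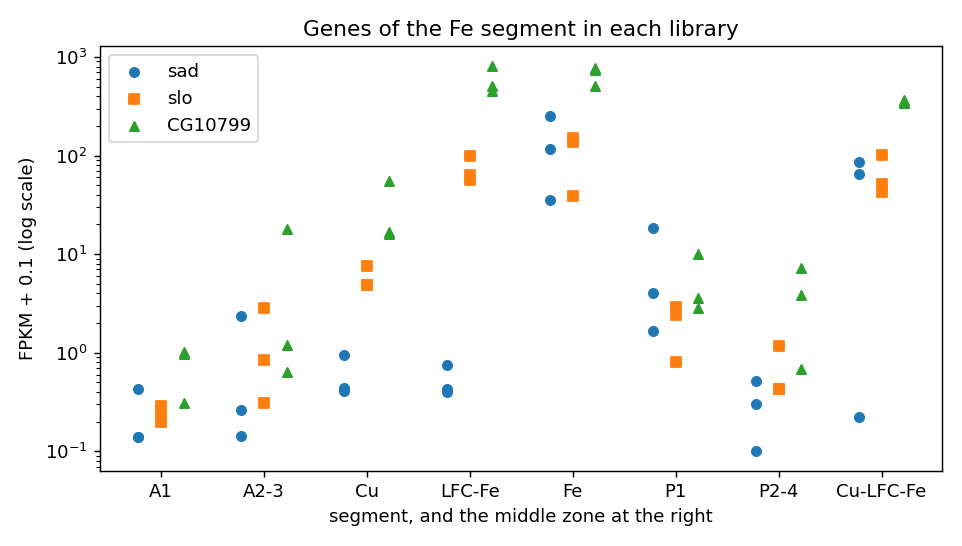
Expression of sad, slo and CG10799 in each library, on a logarithmic axis of fpkm after adding 0.1, for the 7 segments and the Cu-LFC-Fe zone. Points are the 3 libraries of each dissection. sad averages 134 fpkm in Fe and 0.429 fpkm in LFC-Fe, whereas slo and CG10799 are present in both.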

CG10725 was enriched in A1 (Figure 2D), along with many other genes involved in chitin metabolism, where it likely encodes a component of the peritrophic membrane. 

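CG10725 averaged 138 ± 117 fpkm (SD, n = 3) in A1, with 10.4, 239.9 and 164 fpkm in its 3 libraries. It averaged 0.116 fpkm in A2-3 and 0.0826 fpkm in LFC-Fe and was listed at 0 in every library of Cu, Fe, P1 and P2-4. Muc68D, a mucin with chitin-binding domains, averaged 215 ± 197 fpkm in A1 and 14.0 ± 22.2 fpkm in A2-3, the chitinase gene Cht8 24.7 ± 20.3 fpkm and 1.19 ± 1.21 fpkm, and the chitinase-like Idgf3 56.2 ± 18.2 fpkm and 22.7 ± 4.12 fpkm. In contrast Cht9, another chitinase gene, was lower in A1, at 8.99 ± 1.51 fpkm, and averaged 1109.7 ± 345 fpkm in P1, and Peritrophin-15a, a chitin-binding protein, was lower in A1, at 1502 ± 1315 fpkm, and averaged 8172 ± 1196 fpkm in Cu. CG10725 (FBgn0036362) lies on 3L from 13431054 to 13432109 and was 8.82 higher on the log2 scale in A1 than in A2-3 (standard error 0.93, limma, adjusted p = 1.2e-05), a size that depends on the added 0.1 fpkm. Of 24 chitin and peritrophic matrix genes tested, 12 were higher in A1 than in the other 6 segments, 4 were lower and 8 did not pass, or 13 higher and 6 lower when adjusted over the list alone (camera of limma, adjusted p = 9.2e-07; adjusted p = 0.14 with an estimated correlation). The list includes CG10725, which the study chose on these samples.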

Although their levels of spatial specificity were not previously known, Beta-galactosidase (Gal) mRNA was selectively found in the A2-A3 sample, the ZIP1 iron transporter mRNA in the Fe region, and the CG3106 acyl transferase mRNA in P1. This high specificity proves that cross-contamination was minimal and that gene expression boundaries correspond to the regional boundaries used in tissue isolation, while the correspondence of the RNAseq data to previous studies of gene expression validates the reliability of this large new body of information.

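Gal, encoding beta-galactosidase, was highest in A2-3 at 100.1 ± 29.2 fpkm (SD, n = 3), stood at 37.4 ± 18.9 fpkm in P2-4 and at 5.37 ± 5.81 fpkm in A1. ZIP1, a zinc and iron transporter gene, reached 328 ± 105 fpkm in Fe, 49.5 ± 13.5 fpkm in P1 and 33.1 ± 3.63 fpkm in LFC-Fe, and no other segment averaged above 1.14 fpkm. CG3106, an acyl transferase gene, averaged 1239 ± 775 fpkm in P1, 298 ± 149.6 fpkm in LFC-Fe and 149 ± 54.3 fpkm in P2-4. CG15570, the LFC-Fe gene of Figure 2D, averaged 80.8 ± 139.8 fpkm in LFC-Fe, where replicate 1 held 242 fpkm, and 36.8 ± 63.4 fpkm in P2-4. From A2-3 to A1 Gal (FBgn0001089, on 2L from 6003574 to 6006827) fell by 4.73 on the log2 scale (standard error 0.77, limma, adjusted p = 7.3e-04), and the difference of 1.50 between A2-3 and P2-4 did not pass (standard error 0.77, limma, adjusted p = 0.18). ZIP1 (FBgn0033096, on 2R from 2603847 to 2605312) was 2.71 higher in Fe than in P1 (standard error 0.77, limma, adjusted p = 0.032) and fell by 3.25 from Fe to LFC-Fe (limma, adjusted p = 0.024). CG3106 (FBgn0030148, on X from 9553129 to 9556791) fell by 5.29 from P1 to Fe (limma, adjusted p = 0.0088), but its differences from P1 to LFC-Fe (limma, adjusted p = 0.45) and between P1 and P2-4 (limma, adjusted p = 0.17) did not pass. The call for ZIP1 between Fe and P1 was lost with 0.01 fpkm added, with quantile normalization, without the libraries rich in osk and without Fe replicate 2, Fe replicate 3, P1 replicate 1 or P1 replicate 3 (limma, adjusted p from 3.9e-05 to 0.19 over all alternatives).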

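Some genes abundant in 1 segment were close to absent from its neighbours. If tissue of a donor segment had been carried into a receiving segment, every abundant gene of the donor would be present there at no less than the carried share. Over genes of at least 100 fpkm in the donor, the fifth lowest ratio of the means put that share at a median of 0% over the 42 ordered pairs of segments and at no more than 1.43%, from P1 into LFC-Fe. In some pairs the gene that set the share was an ovary marker: Cp18 from P1 into A2-3, Vm26Ab into Fe and Vm26Aa into P2-4, and Cp38 from LFC-Fe into Fe. A low ratio of such a gene bounds carried ovary material and not carried gut tissue. Many of the shares at 0% were set by genes of small RNAs, whose values jump between libraries. Such a share does not show that no tissue was carried. With genes of structural and small RNAs left out, the median was 0.334%. The highest was 5.35%, from LFC-Fe into Fe, which share tissue, and otherwise 3.59%, from A2-3 into A1. From Fe into LFC-Fe the share was 0% with the RNA genes, set by snoRNA:Psi28S-1837a, and 5.30% without them. The first value would leave no room for the iron cells that LFC-Fe was to hold. The zones were also described as mixtures of the segment profiles. Weights were scaled to sum to 100% in each library, so they do not show how well it was explained. With every gene at its fpkm, abundant genes weigh most. The A1-3 libraries then had 100% of their weight on their own segments, A1 at 32.6% ± 5.73 and A2-3 at 67.4% ± 5.73 (SD, n = 3). The Cu-LFC-Fe libraries took between 96.4% and 100% from their own segments, Cu holding 66.2% ± 11.5, Fe 18.9% ± 10.2 and LFC-Fe 12.9% ± 22.4 (SD, n = 3). P1-4 took between 71.1% and 82.1% from P1 and P2-4, with 27.8% assigned to Fe in replicate 2 and 20.7% to Cu in replicate 3. With each gene divided by its mean over the segments, the share from their own segments was 81.5% to 95.0% for A1-3, 65.4% to 84.7% for Cu-LFC-Fe and 58.8% to 75.5% for P1-4. In P1-4 replicate 3 lab, abundant in Cu, stood at 0.0910 fpkm. No replicate test applies to the carry-over share, which is a ratio of means, and it cannot see tissue carried between LFC-Fe and Fe. From the high specificity of the genes of Figure 2D, the paper concludes that cross-contamination was minimal and that the borders of gene expression match the borders used for isolating tissue.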

Many genes were expressed in previously unappreciated regional patterns, suggesting they are relevant to diverse aspects of midgut function. For example, PGRPs are membrane proteins that mediate interactions between the midgut and the microbiome that are essential for normal digestion (Cash et al., 2006; Ryu et al., 2008). *PGRP-SC1b* and *PGRP-SC2* expression was found to be highly enriched in the LFC and Fe regions, respectively, along with their regulator, *caudal* (Figure 2E). 

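PGRP-SC1b, encoding a secreted peptidoglycan recognition protein that cleaves peptidoglycan, was highest in LFC-Fe at 2499 ± 532 fpkm (SD, n = 3), against 523 ± 279.9 fpkm in P1 and 429 ± 258 fpkm in Fe. PGRP-SC2, encoding a related protein, was highest in Fe at 29796 ± 1255 fpkm (SD, n = 3), against 10037 ± 982 fpkm in LFC-Fe and 8764 ± 2242 fpkm in P1. cad, which encodes the homeodomain protein Caudal, was low in A1, A2-3 and Cu, with means between 0.328 and 2.60 fpkm, and stood at 26.2 ± 2.73 fpkm in LFC-Fe, 30.0 ± 2.25 fpkm in Fe, 56.4 ± 5.46 fpkm in P1 and 81.05 ± 14.0 fpkm in P2-4. In the zones cad averaged 0.325 fpkm in A1-3, 14.5 fpkm in Cu-LFC-Fe and 82.2 fpkm in P1-4. PGRP-SC1b (FBgn0033327, on 2R from 4600949 to 4601587) lay 7.30 higher on the log2 scale in LFC-Fe than in P2-4 (standard error 1.19, limma, adjusted p = 2.4e-04), and its differences of 2.70 from Fe (limma, adjusted p = 0.23) and 2.41 from P1 (limma, adjusted p = 0.30) did not pass. PGRP-SC2 (FBgn0043575, on 2R from 4604472 to 4605026) was 1.799 higher in Fe than in P1 on the log2 scale (standard error 0.42, limma, adjusted p = 0.0095) and fell by 1.57 from Fe to LFC-Fe (limma, adjusted p = 0.047), a call lost under 20 of 32 alternatives (limma, adjusted p from 0.0039 to 0.12), among them each that left out 1 of the LFC-Fe libraries. The difference in cad (FBgn0000251, on 2L from 20770736 to 20783135) between Fe and P2-4 did not pass (limma, adjusted p = 0.26). PGRP-SC1b shares almost all its sequence with PGRP-SC1a, so the division of reads between the 2 is uncertain.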

The localized expression of these and other PGRP family members (Figure 2C) suggest that the microbiome interacts with enterocytes in a highly organized way and that some bacterial species may be localized to specific regions of the gut lumen by the selective expression of host factors.

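Of the 11 PGRP genes tested, 4 had their highest mean in Cu, 4 in LFC-Fe and 1 in Fe. PGRP-SC1a stood at 998 ± 239 fpkm (SD, n = 3) in LFC-Fe, and PGRP-SD, a sensor of the immune response, at 38.7 ± 13.9 fpkm in LFC-Fe. PGRP-LB, which degrades peptidoglycan, held 359 ± 65.0 fpkm in LFC-Fe and 368 ± 80.8 fpkm in Cu, and PGRP-LA reached 115 ± 30.8 fpkm in Cu. Against the mean of the other 6 segments the log2 difference was 2.01 for PGRP-SD in LFC-Fe (limma, adjusted p = 1.8e-04) and 2.01 for PGRP-LA in Cu (limma, adjusted p = 4.9e-07). Against the other 6 segments 5 were higher in LFC-Fe, 0 were lower and 6 did not pass (camera of limma, adjusted p = 0.0014; adjusted p = 0.20 with an estimated correlation). In Fe 3 were higher and 1 lower (camera of limma, adjusted p = 0.034; adjusted p = 0.35 with an estimated correlation), and in the zones 6 of 10 were higher in Cu-LFC-Fe and none was lower (camera of limma, adjusted p = 0.33). The counts adjusted over the list alone were 5 higher and 1 lower in LFC-Fe. These are the genes of Figure 2C, so the direction of the list on the samples it was drawn from is not independent evidence.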

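Expression that differed along the midgut was widespread: 4931 of the 8856 genes tested differed among the 7 segments. Cu had 642 genes and P2-4 had 259 genes higher than in each of the other 6 segments, A1 had 96, Fe 46, A2-3 21, P1 4 and LFC-Fe 1, which makes 1069 in all. LFC-Fe was to hold the iron cells of Fe too, so the counts of LFC-Fe and Fe hold each other down. The 4 of P1 were Jon99Fii, CG12951 at 14.4 ± 7.95 fpkm (SD, n = 3), CG17906 at 14.3 ± 1.85 fpkm, and Sod3, a secreted superoxide dismutase, at 163 ± 12.5 fpkm. Of the 8248 genes tested in the zones, 345 were higher in A1-3 than in both other zones, 471 in Cu-LFC-Fe and 581 in P1-4, or 1397 in all. Between adjoining segments Fe and P1, 329 genes were higher in Fe and 601 in P1, and between A1 and Cu 814 were higher in A1 and 3404 in Cu. Fe held 95.4 ± 46.4 fpkm of CG13836 against 0.330 fpkm in P1, and P1 held 239 ± 65.7 fpkm of Npc2c, a sterol-binding protein gene, against 3.92 fpkm in Fe. The tests are limma's F test over the 7 segments and its pairwise contrasts, each at an adjusted p under 0.05, and a gene was counted for a segment only where all its contrasts passed with the same sign. Chance can be excluded for both counts, since other splits of the libraries gave at most 731 genes by the F test and 303 higher in a segment. The count for Cu depends on the scale, reaching 1099 with TPM scaling and 291 with median-ratio scaling, and the single gene of LFC-Fe and all 4 of P1 were each lost under at least 1 alternative. The other counts move too: with median-ratio scaling the total was 702 and Fe had 74, with quantile normalization P2-4 had 142, without genes of SD/mean of 1 or more A1 had 43, and without the libraries rich in osk the total was 529, with 286 in Cu, 160 in P2-4, 40 in A1, 28 in Fe and 11 in A2-3. Leaving out 1 library took Cu down to 403, P2-4 to 156, A1 to 51, Fe to 27 and A2-3 to 10. The balance of Fe against P1 turns with the scale: 551 genes were higher in Fe and 398 in P1 with median-ratio scaling, 552 and 413 with quantile normalization, and 262 and 1432 with TPM scaling, and without P1 replicate 1 it was 218 and 395. So does the order of the zones, with 658 genes in A1-3, 415 in Cu-LFC-Fe and 377 in P1-4 with median-ratio scaling, and 601, 496 and 396 with quantile normalization.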

Regionally expressed genes were surprisingly common and specific. 

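By the paper's rule of a mean 10 times that of every other segment, P2-4 had 52 genes, A1 47, Cu 28, Fe 6, A2-3 3, LFC-Fe 1 and P1 1, or 138 in all. The counts of LFC-Fe and Fe are conservative, since LFC-Fe was to include the iron cells. The 6 of Fe included 7B2, sad, CG9449 at 48.3 ± 23.5 fpkm (SD, n = 3) and TwdlG, a cuticle protein gene, the 1 of LFC-Fe was CG33500 at 1.40 ± 1.40 fpkm, and the 1 of P1 was a small nucleolar RNA, snoRNA:Psi18S-1377a. In P2-4 they included the serine protease genes CG31266, at 809 ± 108 fpkm, and CG4053, at 316 ± 46.9 fpkm, and in Cu CG31663, at 51.0 ± 10.3 fpkm, and CG11289, at 31.2 ± 4.38 fpkm. Between single pairs of segments the counts ran from 34, in Fe over LFC-Fe, to 364, in P2-4 over Cu. A fold rule has no p-value, and applied to lowest against highest library in place of the means it left 58 genes, 23 of them in P2-4. The small counts are unsteady: without single libraries P1 had 0 to 4, LFC-Fe 0 to 2 and Fe 3 to 7, while with median-ratio scaling A1 had 50 and P2-4 48. Without the libraries rich in osk the counts of P1 and LFC-Fe were higher, but P1 kept all its rich libraries and LFC-Fe held replicate 2 alone.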

Each isolated subregion expressed 50–150 genes 10 times higher than in any other selected subregion of the midgut (Supplementary file 1B). The anterior, middle and posterior zones each expressed 259–474 genes at least five times more highly than in the other two zones, and differentially expressed mRNAs represented some of the most highly expressed genes in each region (Supplementary file 1B). 

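At 5 times the mean of both other zones, P1-4 had 224 genes, A1-3 171 and Cu-LFC-Fe 153, and over a single other zone the counts ran from 276 to 535. The order turns with median-ratio scaling, at 246 in A1-3, 184 in P1-4 and 147 in Cu-LFC-Fe, and lowest against highest library left 110 in P1-4, 97 in A1-3 and 91 in Cu-LFC-Fe. LysD, a lysozyme gene, reached 71996 ± 9621 fpkm (SD, n = 3) in A1-3 and alphaTry, a trypsin gene, 48353 ± 3614 fpkm, the Jonah protease gene Jon74E 5382 ± 445 fpkm. In Cu-LFC-Fe the metallothionein gene MtnD reached 18053 ± 4381 fpkm and CG5770 1389 ± 388 fpkm, and in P1-4 CG5804 reached 29573 ± 9265 fpkm and CG10472 14072 ± 3953 fpkm. Among the 50 most abundant genes of each zone, 22 in A1-3, 20 in Cu-LFC-Fe and 10 in P1-4 were higher than in both other zones by limma. The fold rule alone picked 16, 12 and 6 of the same 50, and among the 100 most abundant the limma counts were 28, 31 and 17. In single segments the limma counts among the 50 most abundant were 11 in Cu, 7 in P2-4, 4 in A1, 1 each in A2-3, Fe and P1, and 0 in LFC-Fe. The call for CG5804 was lost without Cu-LFC-Fe replicate 2 (limma, adjusted p from 4.5e-04 to 0.053 over all alternatives).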

Many differentially expressed genes were annotated as enzymes likely to be relevant to digestion or metabolism, or their expression had previously been mapped specifically to larval or adult midgut by the Fly Atlas microarray project (Chintapalli et al., 2007). Interestingly, many regionally expressed midgut genes reside in genomic clusters like highly expressed genes in many other differentiated cells (Spellman and Rubin, 2002). These included trypsins, lysozymes, serine proteases, alpha-glucosidases, lipases and Jonah genes (Akam and Carlson, 1985).

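Genes higher in the same segment lay next to one another on the chromosomes more often than by chance. Of the 1069 genes higher in 1 segment than in each other, 270, or 25.3%, had a nearest tested neighbour higher in that same segment, against 10.0% on average and 15.0% at most when the segments were shuffled over the genes. The longest run was 7 genes of P2-4 on 3R from 12951810 to 12961005, CG17477, CG31269, CG31265, CG17475, CG4053, CG31266 and CG31267, with CG31265 at 745 ± 13.8 fpkm (SD, n = 3). In A1 the amylase genes Amy-p, at 11835 ± 1536 fpkm, and Amy-d, at 10405 ± 2232 fpkm, lay in a run with Spn53F, Cda9 and CG11400 on 2R from 13006211 to 13022357, and the homeobox genes ara, caup and mirr formed another on 3L from 12573772 to 12703243. Cu had a run of CG5773, CG5770, CG5767 and CG34005 on 2R from 13930409 to 13936417, and Fe a run of CG11898, CG14509 and CG14515 on 3R from 24991515 to 25024933. By segment the share was 29.2% in A1, 25.7% in Cu, 24.7% in P2-4 and 23.9% in Fe, against 2.12%, 13.9%, 5.75% and 0.991% by chance, and 9.52% in A2-3 (permutation p = 0.047). In 10000 shuffles none reached the share found for all segments together or for A1, Cu, P2-4 or Fe, so the permutation p is 1e-04, the smallest value possible. Keeping 1 gene of each run of genes with the same family name left 24.5%. Genes named only by a CG number have no family name and were all kept, the run of 7 among them. This setting therefore cannot show the share without duplicated genes. Neighbours that overlap, or are near-identical such as Amy-p and Amy-d, can share reads.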

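Within these clusters some neighbouring genes of 1 family were high in different segments. In the trypsin cluster on 2R from 7224345 to 7245042, alphaTry (FBgn0003863) stood at 44298 ± 6507 fpkm (SD, n = 3) in A1, thetaTry (FBgn0011555) at 5675 ± 1432 fpkm in Cu, zetaTry (FBgn0011556) at 1081 ± 139.8 fpkm in P2-4 and lambdaTry (FBgn0043470) at 2114 ± 215 fpkm in P1. The alpha-glucosidase cluster on 2R holds Mal-A1, which starts at 4337166 and was highest in A2-3 at 8446 ± 1067 fpkm, and Mal-A3, which ends at 4345390 and was highest in P2-4 at 1156 ± 398 fpkm. Of the lipase genes on 3R, CG6295, which starts at 22831621, stood at 22569.8 ± 1089 fpkm in A1, and CG6277, which starts at 22847793, at 9476 ± 445 fpkm in Cu. The Jonah genes Jon25Bi and Jon25Biii, both on 2L between 4949941 and 4955144, were highest in A2-3, at 18840.5 ± 7511 fpkm, and in P1, at 38195 ± 7017 fpkm. Of 12 trypsin genes tested, 1 was higher in Cu, 6 were lower and 5 did not pass (camera of limma, adjusted p = 5.3e-04; adjusted p = 0.23 with an estimated correlation), while in A1 5 were higher and 5 lower (camera of limma, adjusted p = 0.11). Of 14 Jonah genes, 8 were higher in Fe, 3 were lower and 3 did not pass (camera of limma, adjusted p = 7.6e-06; adjusted p = 0.23 with an estimated correlation), in LFC-Fe 8 were higher and 2 lower (camera of limma, adjusted p = 2.9e-04; adjusted p = 0.35 with an estimated correlation), a direction that turned without genes of SD/mean of 1 or more, at a median of 0.12 and below other genes (camera of limma, adjusted p = 0.88), and in Cu 1 was higher and 10 were lower (camera of limma, adjusted p = 2.1e-06; adjusted p = 0.21 with an estimated correlation). The counts adjusted over the list alone were 6 lower for the trypsins in Cu and 9 higher for the Jonah genes in Fe. The study names both families on these samples, so their direction is not independent evidence, and pairs such as gammaTry and deltaTry or Jon25Bi and Jon25Bii share reads.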

We carried out gene ontology analyses of the differentially expressed genes and abundant genes from each region and identified candidate biochemical pathways to which they likely contribute using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (Huang et al., 2008a, 2008b). 

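Several gene families of digestion, transport and defence differed in level along the midgut, some of them in more than 1 segment. Lysozyme genes lay highest in A1, with a median log2 difference of 7.58 over that of all genes, alpha-glucosidase and lipase genes in A2-3, at 1.83 and 1.37, and subunits of the vacuolar proton pump in Cu, at 1.59. Jonah protease genes had their highest median in P1, at 3.40, where the list was not called (camera of limma, adjusted p = 0.064), but it was called in LFC-Fe and Fe, and metal genes in Fe stood at 0.49. In P2-4 alpha-mannosidase genes stood at 6.68, alkaline phosphatase genes at 2.65, lipid genes at 1.48 and cytochrome P450 genes at 0.97. Over the 25 gene lists and 11 lists of markers, camera of limma called 69 pairs of list and segment and 26 pairs of list and zone, and with an estimated correlation it called 0 and 0. Other splits of the libraries gave a median of 53 calls for segments and 24 for zones, and up to 74 and 35. A single call therefore carries little weight, and chance is not excluded for the number of list calls in segments or in zones. The differences are taken over the median of all genes, which itself depends on the scale: it was -0.31 in A1, -0.21 in A2-3, 0.26 in Cu, -0.15 in Fe, 0.14 in P1 and 0.11 in P2-4 against the other segments, and -0.01 in A1, -0.02 in A2-3, -0.01 in Cu and P1, -0.04 in Fe and -0.02 in P2-4 with median-ratio scaling. In the zones it was -0.52 in A1-3, 0.25 in Cu-LFC-Fe and 0.26 in P1-4.

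**Figure D2:**
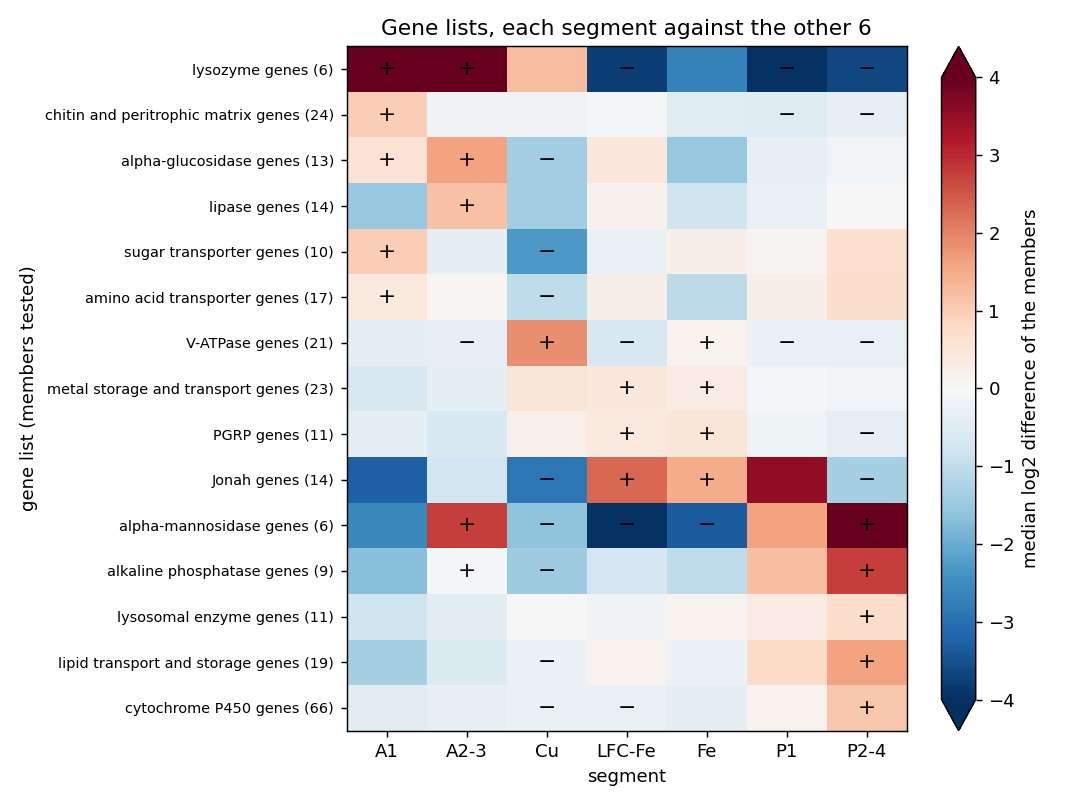
Median log2 difference between each segment and the mean of the other 6 for the members of 15 gene lists; a plus or minus sign marks lists that lay higher or lower than all other genes by camera of limma at an adjusted p under 0.05. The alkaline phosphatase list in A2-3 carries a plus although its median is -0.08, its mean being 0.67.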

Figure 3 shows GO terms enriched in the anterior, middle or posterior midgut, as well as in each of the individual regions that were isolated. These findings suggest several general insights into midgut function. 

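Carbohydrate-digesting enzymes were abundant in A2-3 and A1. Mal-A6, an alpha-glucosidase gene, stood at 4964 ± 720.2 fpkm (SD, n = 3) in A2-3 and 3194 ± 518 fpkm in A1, and Mal-A8 at 1015 ± 179 fpkm in A2-3 and 302 ± 125 fpkm in A1. Mal-A7 was the most specific of them, at 469.9 ± 272 fpkm in A2-3 and 15.7 ± 9.40 fpkm in Cu, the next segment, whereas Amyrel, an amylase-related gene, had its highest mean in P1, at 865 ± 192 fpkm. epsilonTry, a trypsin gene, held 4232 ± 685 fpkm in A1 and 4016 ± 339 fpkm in A2-3, and Jon74E 7354 ± 974 fpkm in A1 and 1353 ± 315 fpkm in A2-3. Of 13 alpha-glucosidase and amylase genes tested, 9 were higher in A2-3, 1 was lower and 3 did not pass (camera of limma, adjusted p = 6.2e-09; adjusted p = 0.14 with an estimated correlation), and 8 were lower in Cu with none higher (camera of limma, adjusted p = 1.5e-05; adjusted p = 0.20 with an estimated correlation). In A1 6 were higher and 3 lower (camera of limma, adjusted p = 0.0032; adjusted p = 0.35 with an estimated correlation), a call lost with quantile normalization and with median-ratio scaling, and in the zones 9 of 13 were higher in A1-3 and 2 lower (camera of limma, adjusted p = 4.2e-11; adjusted p = 0.068 with an estimated correlation). Adjusted over the list alone, 9 were higher and 1 lower in A2-3. The study names alpha-glucosidases on these samples, so this direction is not independent evidence. Mal-A7 (FBgn0033296) lies on 2R from 4357054 to 4359154.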

Food entering the anterior midgut from the proventriculus begins to break down due to the action of enzymes expressed in the anterior midgut. In addition to digestive enzymes, anterior enterocytes may secrete other substances such as lipids to aid in nutrient solubilization. 

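Among the lipase genes CG31089 stood at 21.3 ± 9.04 fpkm (SD, n = 3) in A2-3, mag, which encodes a secreted lipase, at 959 ± 265 fpkm in A2-3 and 2778 ± 614 fpkm in P1, and CG31091 at 76.9 ± 36.5 fpkm in P2-4. LpR1, a lipoprotein receptor gene, had its highest mean in A2-3, at 86.3 ± 33.9 fpkm. Of 14 lipase genes tested, 7 were higher in A2-3, 2 were lower and 5 did not pass (camera of limma, adjusted p = 2.4e-04; adjusted p = 0.14 with an estimated correlation), or 8 higher and 2 lower when adjusted over the list alone. Genes of fatty acid synthesis had no list call in any segment, with 4 of 13 higher in P1 and 1 lower (camera of limma, adjusted p = 0.79). In the zones 4 of 12 were higher in A1-3 and 3 were lower (camera of limma, adjusted p = 0.034; adjusted p = 0.39 with an estimated correlation), their median log2 difference being -0.07. The lipases are named by the study on these samples, so their direction is not independent evidence, and RNA levels carry no measure of secreted lipid.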

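Lysozymes, enzymes that cut bacterial cell walls, were among the most abundant mRNAs of the anterior midgut: LysD stood at 88519 ± 16387 fpkm (SD, n = 3) in A1, 45626 ± 7747 fpkm in A2-3, 3345 ± 3215 fpkm in Cu and 111 ± 26.0 fpkm in LFC-Fe. LysE held 1282 ± 233 fpkm and LysP 276 ± 109 fpkm in A1, and LysP 21.4 ± 36.7 fpkm in A2-3. LysX differed from the others, at 4973 ± 1091 fpkm in P1, 4675 ± 781 fpkm in Fe, 3106 ± 386 fpkm in LFC-Fe and 1139 ± 294 fpkm in A1. Antimicrobial peptide genes were patchier: dro3, a drosomycin-like gene, stood at 435 ± 183 fpkm in LFC-Fe, 5.87 above the other 6 segments on the log2 scale (limma, adjusted p = 2.8e-07), and Dpt, encoding Diptericin, at 21.8 ± 19.2 fpkm in A1. Of 6 lysozyme genes tested, 5 were higher in A1 and none was lower (camera of limma, adjusted p = 4.7e-08; adjusted p = 0.14 with an estimated correlation), 4 were higher in A2-3 (camera of limma, adjusted p = 4.9e-07; adjusted p = 0.14 with an estimated correlation), and in the zones 5 were higher in A1-3 and 1 lower (camera of limma, adjusted p = 6.6e-08; adjusted p = 0.068 with an estimated correlation). Adjusted over the list alone, 5 were higher in A1. Of 15 antimicrobial peptide genes 1 was higher in LFC-Fe (camera of limma, adjusted p = 8.7e-04; adjusted p = 0.20 with an estimated correlation), 1 in A1 (camera of limma, adjusted p = 0.024; adjusted p = 0.36 with an estimated correlation), and 3 were lower in P1 (camera of limma, adjusted p = 6.8e-05; adjusted p = 0.18 with an estimated correlation). LysD (FBgn0004427) lies on 3L from 1210717 to 1211196 within 1000 bases of LysC, so their reads cannot be fully told apart, and lysozymes are named by the study on these samples, which makes their direction no independent evidence.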

Antibacterial activity is also important in this region. 

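Subunits of the vacuolar proton pump, which acidifies compartments, were higher in Cu: Vha16-1 stood at 5405 ± 514 fpkm (SD, n = 3) there, with means between 999 and 1836 fpkm in the other 6 segments, Vha13 at 4867 ± 320.3 fpkm and Vha55 at 2081 ± 30.6 fpkm. Vha100-5 was the exception, lower in Cu at 27.7 ± 13.8 fpkm, with a log2 difference of -2.95 from the other segments (limma, adjusted p = 1.2e-06). Digestive enzymes of the middle midgut included the lipase gene CG6283, at 6737 ± 2188 fpkm in Cu and 4734 ± 1927 fpkm in Fe, and the protease gene Jon44E, at 7741 ± 171 fpkm in LFC-Fe and 6149 ± 311 fpkm in Fe. Of 21 pump genes tested, 17 were higher in Cu, 1 was lower and 3 did not pass (camera of limma, adjusted p = 1.6e-09; adjusted p = 0.20 with an estimated correlation), or 17 higher and 1 lower when adjusted over the list alone. In the zones 16 were higher in Cu-LFC-Fe and 1 lower (camera of limma, adjusted p = 3.5e-05; adjusted p = 0.42 with an estimated correlation), whereas in LFC-Fe 15 were lower and none was higher (camera of limma, adjusted p = 3.8e-15; adjusted p = 0.14 with an estimated correlation). Fe had 1 higher, 1 lower and 19 that did not pass (camera of limma, adjusted p = 0.029; adjusted p = 0.71 with an estimated correlation), a direction that turned with quantile normalization. Vha16-1 (FBgn0262736) lies on 2R from 2512747 to 2520633 and Vha100-4 (FBgn0038613) on 3R from 14212555 to 14215525.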

In the three middle midgut regions food is further digested releasing sugars, amino acids, fatty acids, etc aided by the low pH. Additionally, metal ions that must be reduced before they can be absorbed, and other micronutrients are likely taken up for storage or metabolism. 

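Several metal transporter and storage genes were high in Fe. Mvl, an iron and manganese transporter gene, stood at 431 ± 175 fpkm (SD, n = 3) in Fe, 2.85 above the other 6 segments on the log2 scale (limma, adjusted p = 1.8e-06), and the zinc transporter genes Zip3 and ZnT63C stood at 43.7 ± 35.1 and 212 ± 113 fpkm. The metallothionein genes MtnD and MtnA reached 26026 ± 10608 and 21582 ± 6283 fpkm in Fe, and MtnB 26559.8 ± 22883 fpkm in LFC-Fe. The copper transporter gene Ctr1B held 183 ± 49.6 fpkm in Fe and 239 ± 54.1 fpkm in P1, and CG9430, a predicted zinc transporter gene, 109.8 ± 78.1 fpkm in Cu. Of 23 metal genes tested, 9 were higher in Fe, 0 were lower and 14 did not pass, or 11 higher and 1 lower when adjusted over the list alone (camera of limma, adjusted p = 2.7e-06; adjusted p = 0.19 with an estimated correlation). In LFC-Fe 4 were higher and 1 lower (camera of limma, adjusted p = 0.030; adjusted p = 0.53 with an estimated correlation), in P1 5 were higher and 6 lower (camera of limma, adjusted p = 0.46), and in the zones 12 of 25 were higher in Cu-LFC-Fe and 1 lower (camera of limma, adjusted p = 0.026; adjusted p = 0.56 with an estimated correlation). Mvl (FBgn0011672) lies on 3R from 16877105 to 16886517. The ferritin genes Fer1HCH and Fer2LCH were not quantified by Cufflinks in Fe replicates 2 and 3 and could not be tested.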

Finally, upon entry into the posterior midgut, nutrients begin to be massively absorbed by enterocytes and transported to other regions of the body for storage, modification or utilization. 

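P2-4 was rich in enzymes of the gut lining and in detoxifying enzymes: the alpha-mannosidase genes CG9468 and CG9466 stood at 6493 ± 1130.1 and 2814 ± 635 fpkm (SD, n = 3), the cathepsin gene CtsB1 at 1203 ± 146 fpkm, and the cytochrome P450 gene Cyp4ad1 at 399 ± 23.3 fpkm. NAAT1, an amino acid transporter gene, held 184 ± 39.7 fpkm in P2-4, 8.08 above the other 6 segments on the log2 scale (limma, adjusted p = 7.2e-07), and the sugar transporter gene CG1208 272 ± 64.9 fpkm. Other transporters were high in A1, among them Eaat1, for glutamate and aspartate, at 114 ± 19.6 fpkm, and the sugar transporter genes CG6484, at 704 ± 17.6 fpkm, and CG1213, at 706 ± 80.4 fpkm. All 6 alpha-mannosidase genes were higher in P2-4 (camera of limma, adjusted p = 1.3e-06; adjusted p = 0.21 with an estimated correlation), 5 were higher in A2-3 (camera of limma, adjusted p = 2.3e-06; adjusted p = 0.23 with an estimated correlation) and all were lower in LFC-Fe. Of 9 alkaline phosphatase genes 7 were higher in P2-4 (camera of limma, adjusted p = 9.8e-04; adjusted p = 0.18 with an estimated correlation) and 4 in A2-3 with 1 lower (camera of limma, adjusted p = 0.0083; adjusted p = 0.21 with an estimated correlation), and of 11 lysosomal enzyme genes 7 were higher in P2-4 (camera of limma, adjusted p = 9.8e-04; adjusted p = 0.20 with an estimated correlation). Of 66 cytochrome P450 genes, 35 were higher in P2-4, 2 were lower and 29 did not pass (camera of limma, adjusted p = 1.3e-06; adjusted p = 0.20 with an estimated correlation), while Cyp6g1 and Cyp28d1 had their highest means in A1, at 397 ± 75.1 and 280.1 ± 70.8 fpkm. Sugar transporter genes had 5 of 10 higher and 2 lower in P2-4 (camera of limma, adjusted p = 0.21), 6 higher and 2 lower in A1 (camera of limma, adjusted p = 9.0e-04; adjusted p = 0.20 with an estimated correlation), and 1 higher and 8 lower in Cu (camera of limma, adjusted p = 7.6e-06; adjusted p = 0.14 with an estimated correlation). Amino acid transporter genes had 5 of 17 higher and 1 lower in P2-4 (camera of limma, adjusted p = 0.43), 6 higher and 3 lower in A1 (camera of limma, adjusted p = 0.0015; adjusted p = 0.19 with an estimated correlation), and 3 higher and 7 lower in Cu (camera of limma, adjusted p = 3.8e-04; adjusted p = 0.15 with an estimated correlation). The lysosomal count fell to 2 with quantile normalization and 4 with median-ratio scaling.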

The lipid-rich zone in the P1 region probably represents such nutrient uptake. 

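Several genes of lipid uptake and storage were high in both P1 and P2-4. Npc2d, a sterol-binding protein gene, stood at 1426 ± 371 fpkm (SD, n = 3) in P1 and 1789 ± 317 fpkm in P2-4, Npc1b, the sterol transporter gene, at 185 ± 76.2 and 189.6 ± 30.0 fpkm, and Lsd-1, which coats lipid droplets, at 195 ± 108 and 510.2 ± 116 fpkm. Npc2e, of the same family as Npc2d, held 1093 ± 151 and 1167 ± 230.0 fpkm, and fabp, a fatty acid binding protein gene, had its highest mean in P2-4, at 6757 ± 597 fpkm. Of 19 lipid transport and storage genes tested, 9 were higher in P1, 2 were lower and 8 did not pass (camera of limma, adjusted p = 0.072), or 10 higher and 3 lower when adjusted over the list alone. In P2-4 9 were higher and 2 lower (camera of limma, adjusted p = 0.0017; adjusted p = 0.14 with an estimated correlation), in A1 9 were lower and none was higher (camera of limma, adjusted p = 0.064), and in the zones 7 of 16 were higher in P1-4 and 1 lower (camera of limma, adjusted p = 0.60). Npc2d (FBgn0037782) lies on 3R from 5881078 to 5881805 and Lsd-1 (FBgn0039114) on 3R from 19589579 to 19592388.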

The large flux of ready-to-use nutrients in the posterior region may explain why their stem cells divide more rapidly than other regions (Figure 4S; Ohlstein and Spradling, 2006; Micchelli and Perrimon, 2006). Both the middle and posterior regions likely maintain large populations of commensal microorganisms to aid in carrying out their functions.

**Figure 3.**
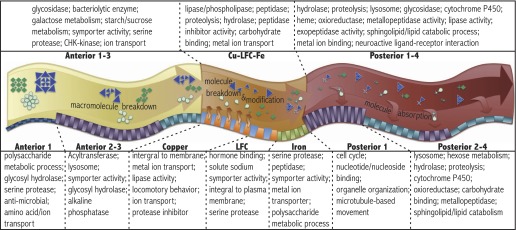
Regional gene expression. Pathways and gene ontology analysis using DAVID (see ‘Materials and methods’) enriched in the anterior (A1–3 pooled sample), middle (Cu-LFC-Fe pooled sample), and posterior (P1–4 pooled sample) midgut are listed in the upper panel. Below, a schematic diagram illustrates sequential strategy of digestion suggested by RNAseq analysis. Orange arrows from orange parietal cells in copper region indicate acidification process. Bottom panel indicates pathways and gene ontology analysis using DAVID enriched in subregions. **DOI:** http://dx.doi.org/10.7554/eLife.00886.007

**Figure 4.**
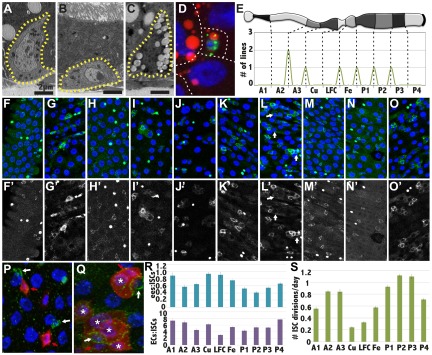
Stem cells also differ between subregions. (**A**–**C**) Electron micrographs of an intestinal stem cell from regions: A3—representing typical stem cell morphology—(**A**), A1 showing its flatter shape (**B**), P1 showing the presence of lipid droplets. (**D**) Light micrograph of a P1 ISC stained with anti-Delta (green), Nile red (red) and DAPI (blue). (**E**) Expression boundaries in two GAL4 lines with ISCs expression. (**F**–**O**) Light micrograph of ISCs (green cytoplasm), ees (green nuclear), and enterocytes (polyploid DAPI nuclei) displaying regional cell ratios. (**F**) A1, (**G**) A2, (**H**) A3, (**I**) Cu, (**J**) LFC, (**K**) Fe, (**L**) P1, (**M**) P2, (**N**) P3, (**O**) P4, (**P**–**Q**) Light micrograph of midgut regions stained for Delta (green) and for Notch reception activity as assayed by GbeSu(H)-LacZ (red). White arrow: Dl+ ISC. Red arrow: GbeSu(H)-LacZ+ EB. White asterisk: GbeSu(H)-LacZ+ EC. (**P**) A2 region showing recently decided call pairs with Delta staining (green) confined to ISCs (white arrows) and Notch reporter activity (red) in EBs. (**Q**) P1 region stained as in (**P**), showing that Notch activation (red) and Delta expression (green) persists downstream from the EB into young ECs. (**R**) Ratio of enteroendocrine cells to ISCs (blue, top) and ratio of enterocytes to ISCs (purple, bottom) in different midgut regions. (**S**) ISC divisions per day in different midgut regions as determined from clonal analysis. **DOI:** http://dx.doi.org/10.7554/eLife.00886.008

### Stem cells differ between some subregions

We analyzed the ISCs within all 10 subregions to look for morphological and gene expression differences that might contribute to regional specialization. ISCs can be recognized in electron micrographs due to their basal location, extensive basement membrane contact, and triangular shape (Figure 4A). In A1, where enterocytes are more squamous and shorter than in other regions, the stem cells were flatter than the upward-directed triangular shape seen in all other regions (Figure 4B). Additionally, in the most lipid-rich region, P1, ISCs often contained many lipid droplets and reported lipid synthesis using the SREBP-GAL4 reporter line (Matthews et al., 2009) (Figure 4C). We verified that these cells were ISCs by staining for Delta and with Nile red (Figure 4D). Lipid droplets were also observed in A2 ISCs but in much fewer numbers (not shown). Two lines uncovered in the screen, R42G03 (Pdp1) and R44E05 (Stat92E), were differentially expressed in ISCs (Figure 4E; Figure 1—figure supplement 2), and the boundaries of expression coincided with regional boundaries. Thus, stem cells can be regionally distinctive, but it remained unclear if these differences were a cause or effect of other regional features.

Studies of stem cell behavior throughout the midgut uncovered further regional differences. The frequency of ISCs was investigated by staining for Delta (Figure 4F–O). Using improved staining conditions (‘Materials and methods’), we detected Dl+ cells with the characteristics of ISCs in all 10 regions (Figure 4F–O), including the Cu region (Figure 4I), where Delta expression in ISCs was previously reported to be absent (Strand and Micchelli, 2011). However, ISCs divided at different rates in different regions based on clonal marking (Figure 4S). While it has been reported that heat shock can alter ISC division rates measured by lineage labeling (Strand and Micchelli, 2011), we minimized these effects by using a single brief heat shock and a marking system that lacks GAL4. Moreover, all subregions should have been affected equally, and the data should be accurate as relative measurements. The most rapidly dividing ISCs are found in P1-P3, which divide about once per day, while ISC division is slightly less frequent in the anterior midgut, and much slower in the middle region. However, in contrast to a previous report (Strand and Micchelli, 2011), Cu region ISCs were not entirely quiescent but divided regularly every 4–5 days. ISCs in different regions maintain differing numbers of enteroendocrine cells and enterocytes (Figure 4R). Interestingly, in P1 (and to a lesser extent in P3 and A2), the enteroblast and even the youngest EC continued to stain for Dl (Figure 4L′). Although ISCs generated the same cells as elsewhere in the midgut, the persistent Delta in enteroblasts in the P1 region likely leads to persistent Notch activation during early enterocyte differentiation; the Notch activity reporter GbeSu(H)-lacZ was expressed in young ECs in P1 and P3, but not in other regions (Figure 4Q vs 4P).

### Most stem cells generate progeny only within their starting region

If ISCs are intrinsically different in different subregions, then their progeny might only be able to differentiate into cells from that subregion. In contrast, if regional differences are induced by signals received from the gut lumen, muscle, enteric nerves or other sources, then ISCs near a border should on occasion generate daughter cells from both regions. We noticed that clones in the midgut sometimes run for a considerable distance perpendicular to the a/p axis (Figure 5A), but rarely if ever parallel to the axis. To investigate quantitatively whether there are restrictions on cell movement and/or differentiation along the a/p axis, we marked stem cells at a relatively low frequency to avoid generating two adjacent clones derived from different regions. Progeny of individual clones were then analyzed with respect to particular regional boundaries defined using appropriate GAL4 lines or other region-specific markers. Among more than 3000 sparse clones generated throughout the midgut, we identified rare ‘boundary clones’ that contained a single stem cell, at least four total cells and that contacted a marked boundary from one side or the other. Each boundary clone was carefully analyzed by confocal microscopy so that the location of its stem cell (marked by Delta), the number, cell type and location of the downstream cells (marked by lacZ and DAPI) and their precise relationship to the boundary in question (marked by GFP) could be determined (Figure 5—figure supplement 1). We then recorded clone size, the number of cells that contacted the boundary, and the number of cells, if any, that crossed the boundary and successfully differentiated into cells of the adjacent region as defined by regional marker expression (Figure 5B,C). It was difficult to obtain large numbers of valid boundary clones due to the low rate of clone induction, regional differences in stem cell activity, and the difficulty of analyzing boundary clones accurately using different regional markers. However, we characterized 49 unambiguous boundary clones contacting six different regional boundaries (Table 1).

**Figure 5.**
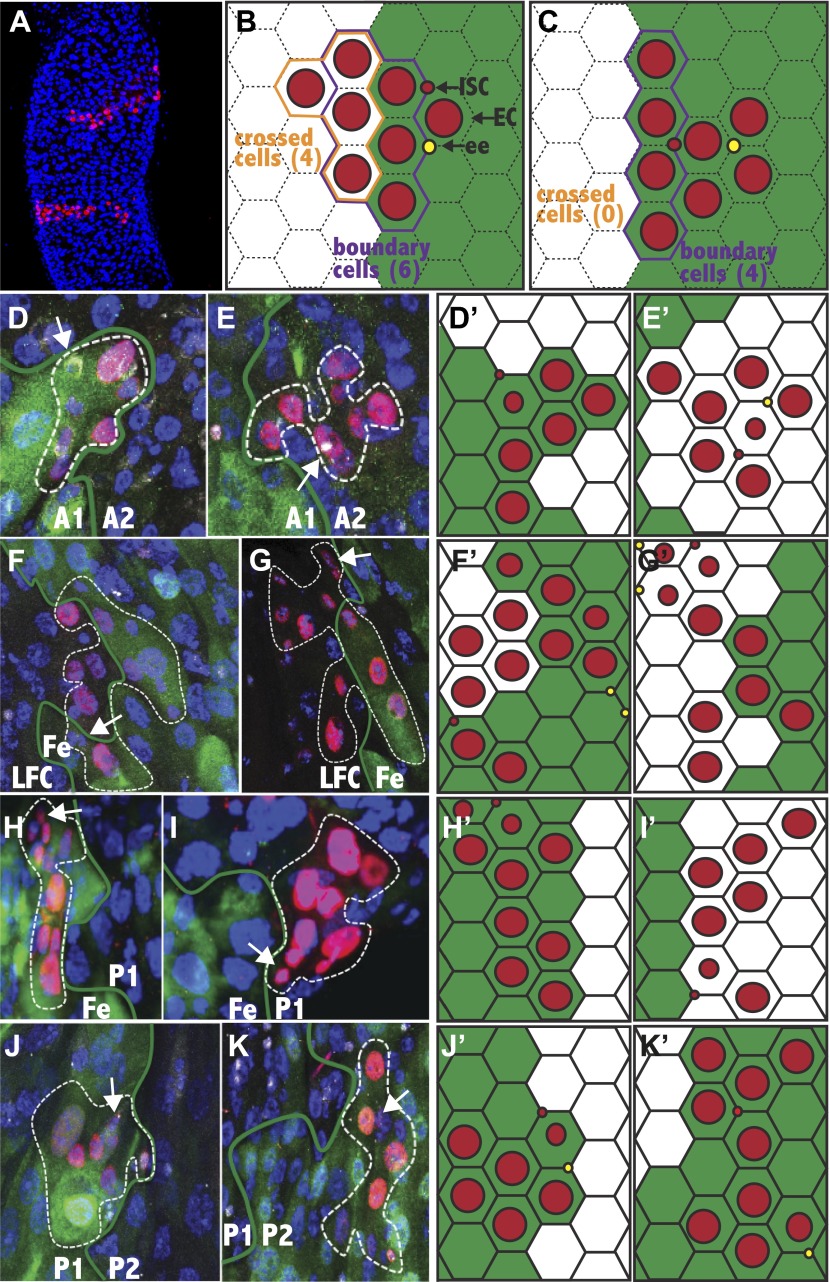
Stem cells are frequently compartmentalized. (**A**) Two clones from a 25dphs gut showing elongation perpendicular to the a/p axis. (**B**–**C**) Expected stem cell clonal (red circles) distribution near a regional boundary (green line) in the absence (**B**) or presence (**C**) of stem cell regional autonomy. (**B**) Regionally multipotent stem cells are predicted to produce progeny on both sides of the boundary. (**C**) Regionally autonomous stem cells generate clones that do not cross the boundary. The diagrams show how boundary clones were scored: boundary cells (purple outline) crossed cells (orange outline), enterocyte (large red circle), stem cell (small red circle), enteroendocrine cell (open red circle). (**D**–**K**) Fluorescence micrographs showing ISC clones (red), region specific EC expression (green), ISCs (white cytoplasmic), ee’s (white nuclear), and DAPI (blue). Green lines: regional boundary determined by region-specific GFP expression (green). White dashed line: outline of clone. White arrow: Isc. (**D** and **E**) Green: 45D10-Gal4,UAS-GFP labels A1. (**D**) Clone originating and remaining in A1. (**E**) Clone originating and remaining in A2. (**F** and **G**) Green: 46B08-Gal4,UAS-GFP labels Fe. (**F**) Clone originating in the Fe region that crossed the LFC-Fe boundary. (**G**) Clone originating in the LFC region that crossed the LFC-Fe boundary. (**H** and **I**) Green: Ferritin-GFP labels Fe region. (**H**) Clone originating in and remaining in Fe. (**I**) Clone originating and remaining in P1. (**J**) Green: 46B08-Gal4,UAS-GFP labels P1. Clone originating and remaining in P1. (**K**) Green: 50A12-Gal4,UAS-GFP labels P2. Clone originating and remaining in P2. (**D′**–**K′**) Schematic diagrams of clones in respect to regional boundaries extrapolated from (**D**–**K**). **DOI:** http://dx.doi.org/10.7554/eLife.00886.009

**Figure 5—figure supplement 1.**
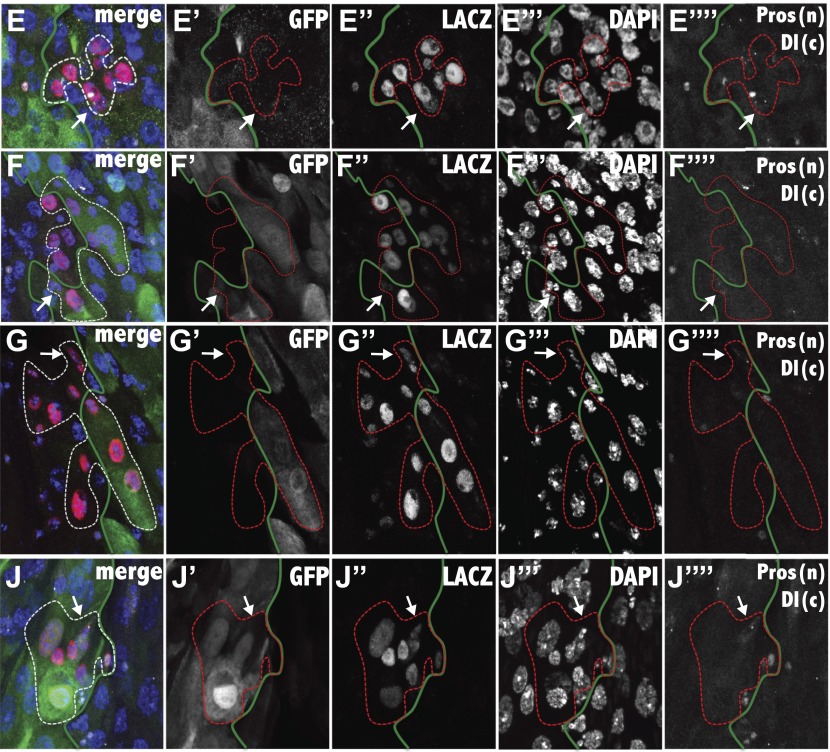
Analysis of boundary clones at single cell resolution. The composite image, and the separated channels (GFP: green, LacZ: red, DAPI; blue, Prospero: white nuclear, Delta: white cytoplasmic) are shown for the fluorescence micrographs of Figure 5E–J. The white arrow indicates the ISC, white the green line indicates the region boundary, as determined from GFP staining. **DOI:** http://dx.doi.org/10.7554/eLife.00886.010

**Table 1.** Clonal analysis of stem cell autonomy **DOI:** http://dx.doi.org/10.7554/eLife.00886.011

Region 1 (ISC)	Region 2	Clones	Boundary clones	Clones crossed	Total cells	Boundary cells	Crossed cells	p value1	Note
A1	A2	52	2	0	21	10	0	p<0.05	
A2	A1	250	4	0	34	12	0	p<0.01	
A3	Cu	86	3	0	29	14	0	p<0.01	
Cu	A3		0	0	0	0	0	n.a.	
Cu	LFC	94	3	0	16	7	0	p<0.05	
LFC	Cu	24	1	0	8	3	0	n.s.	
LFC	Fe	67	7	7	52	37	23		
Fe	LFC	235	10	8	63	36	25		
Fe	P1	172	4	0	26	12	0	p<0.01	
P1	Fe	833	3	0	24	9	0	p<0.01	
P1	P2	560	7	0	62	28	0	p<0.01	
P2	P1	952	5	0	45	25	0	p<0.01	2 dying

The A1/A2 boundary was typical of most that were studied. Boundary clones that resulted from stem cell labeling within A1 (Figure 5D,D′) or A2 (Figure 5E,E′) contacted the border zone defined by R45D10::UAS-GFP expression, but never included cells from the opposite side. Either the clones did not cross the boundary, or they crossed but were unable to differentiate properly and rapidly died. Since the boundaries are not smooth or precisely perpendicular to the a/p axis at the cellular level, it is also possible that cells from an A1 stem cell that pushed into the anterior edge of the A2 zone simply caused a bulge in the boundary at that location (see Figure 5D,D′). Over time such cell movement might cause the boundary between the two regions to fluctuate slightly in shape as cells die and are replaced by cells from one side or the other. Similarly, clones failed to differentiate heterologously across four other studied boundaries (Table 1), including Fe/P1 (Figure 5H,I) and P1/P2 (Figure 5J,K). In P1/P2, we verified clonal behavior using more than one boundary marker (Figure 5J,K).

Clones readily crossed one boundary, between LFC and Fe, and differentiated or transformed into cells characteristic of the opposite side. We induced ISC clones and identified 17 boundary clones touching the LFC/Fe border, using Fe region-specific expression of Ferritin-GFP to mark the boundary. The behavior of clones at this boundary was very different than at A1/A2. 15 of 17 clones crossed the boundary, and did so readily from either direction (Figure 5F,G). This was not an artifact of Ferritin-GFP expression because crossing was also observed using R46B08 to mark the LFC/Fe boundary, whereas clones failed to cross from Fe into P1 using Ferritin-GFP. Thus, despite the regional differences in enterocyte morphology and gene expression described earlier, the stem cells within LFC and Fe can each generate at least some cells characteristic of the other region. We concluded that our method efficiently identified clones that produced cells from two different regions across a boundary when such behavior occurred.

Since the average size and border contact of boundary clones was similar in all the regions (Table 1), the behavior of clones in the other regions could be compared quantitatively to clones at the LFC/Fe boundary to determine if their failure to differentiate across a boundary was statistically significant. For example, 88% of boundary clones on the LFC/Fe boundary crossed and generated cells on the other side (N = 17). In comparison, 0% of boundary clones crossed the A1/A2 border (N = 6), 0% of boundary clones crossed the A3/Cu border (N = 3), 0% of boundary clones crossed the Cu/LFC border (N = 4), 0% of boundary clones crossed the Fe/P1 border (N = 7), and 0% of boundary clones crossed the P1/P2 border (N = 12). These differences are all statistically significant, since the probability that even three boundary clones would fail to cross a junction equivalent to the LFC/Fe boundary is only (1–0.88)^3^ = 0.0017. To further test the significance of the results, we reasoned that there should be a correspondence between the number of boundary cells and the number of boundary-crossing cells, on average, in the absence of a constraint. In boundary clones at the LFC/Fe border, there were 0.63 crossing cells for every boundary cell (N = 115). In contrast, there were 0 crossing cells for 22 boundary cells at the A1/A2 border, 0 crossing cells for 14 boundary cells on the A3/Cu border, 0 crossing cells for 10 boundary cells on the Cu/LFC border, 0 crossing cells for 21 boundary cells on the Fe/P1 border, and 0 crossing cells for 53 boundary cells on the P1/P2 border. The absence of crossing cells differs significantly from expectation based on LFC/Fe (e.g., at the Cu/LFC border with ten boundary cells, p=0.014; χ^2^ = 6.15). However, the limited number of clones and boundary cells that could be obtained at the Cu/LFC and A3/Cu borders does limit our ability to detect cell crossing is inhibited in both directions. At the Cu/LFC border, Cu stem cell progeny cannot cross, but it is not possible to conclude that LFC progeny lack this capacity. The restriction at the A3/Cu border also is known to apply only from the A3 side. A summary of the compartmentalization of stem cell clones is shown in Figure 6A.

**Figure 6.**
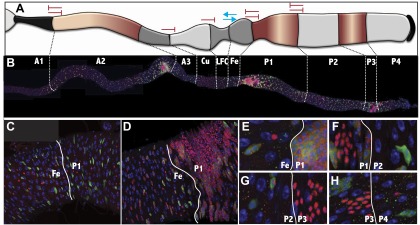
Midgut subregions differ in the production and movement of ISC/enteroendocrine tumor cells. (**A**) Summary of barriers to cross-regional stem cell differentiation. The results of testing whether stem cell clones are able to span six of the midgut regional boundaries are indicated graphically. Blue arrows indicate that stem cell progeny could cross the indicated boundary in the direction shown, and differentiate into regionally appropriate cells. Red inhibitor symbols indicate that clonal crossing and differentiation from the indicated directions were not observed. Maroon shading shows the regions of the midgut in which enteroendocrine tumors arise preferentially when Notch signaling is inhibited. (**B**) Low magnification view of the entire midgut from an animal expressing UAS-N^RNAi^ driven by esg-GAL4 showing accumulation of tumor cells in regions A2, P1 and P3. (Green: UAS-GFP expression, Red cytoplasmic: Delta expression in ISCs, Red nuclear: Prospero expression in ee’s, Blue: DAPI in all nuclei, White lines: regional boundaries). (**C**) Control expression in the Fe and P1 regions in the absence of UAS-N^RNAi^. (**D** and **E**) Higher magnification of a midgut as in (**B**) ee and ISC-like cells are evident in P1 but not in Fe; (**F**–**H**) tumor cells induced by esg-GAL4 driven expression of Notch[DN] appear to respect regional borders between P1/P2 (**F**), P2/P3 (**G**), and P3/P4 (**H**). Markers are as in (**B**–**E**). **DOI:** http://dx.doi.org/10.7554/eLife.00886.012

### Enteroendocrine tumor cells arise and progress differentially between regions

Disrupting Notch signaling in ISCs leads to enteroendocrine tumor formation. We investigated whether these tumors arise with the same frequency throughout the midgut by knocking down Notch signaling in ISCs and EBs using the esg-GAL4 driver, or by feeding flies the Notch inhibitor DAPT. Several days after reducing Notch activity, clusters of diploid tumor cells began to appear in the tissue. Surprisingly, tumorous cells arose and proliferated much more extensively in some midgut subregions than in others (Figure 6B). The P1 region consistently had the largest tumors and earliest onset, although tumors also arose rapidly in P3 and the posterior part of A2. In contrast, we never observed tumors within A1, even after long periods of exposure to these agents. As the tumor cells expanded they appeared to respect the cellular boundaries with adjacent midgut regions. For example, the anterior border of P1 tumor cells corresponded closely with the Fe/P1 boundary based on counts of cell diameters from the Cu region (Figure 6D–E). The posterior boundary of P1 tumor expansion mapped near or at the P1/P2 border (Figure 6F), while the anterior and posterior boundaries of P3 tumors also corresponded with their normal junctions with P2 (Figure 6G) and P3/P4 (Figure 6H). The same regional specificity was observed when Notch signaling was inhibited using N[RNAi], treatment with the Notch inhibitor DAPT, or by expressing a Notch-dominative negative allele N^DN^. These results indicate that regional epigenetic differences have a large effect on the development of midgut enteroendocrine tumors and that regional boundaries restrict tumor cell movement into adjacent tissue compartments.

## Discussion

### The Drosophila midgut differs regionally along its length

Our experiments significantly expand previous knowledge of regional variation within the Drosophila midgut. At the levels of cell morphology, cell behavior and gene expression, the midgut is much more highly organized than a uniform cellular tube containing an acidic middle region or ‘stomach’. Regionalization likely supports the complex metabolic tasks carried out by the midgut. Ingested food goes through multiple intermediate stages during digestion and these steps may be most efficient if carried out in a controlled sequence (Figure 3). Some of these steps are associated with an array of bacterial species that constitute the normal intestinal microbiome (Ryu et al., 2008; Shin et al., 2011). Our work will allow the function of genes, pathways, cells and regions within the midgut to be tested in digestion, tissue maintenance, microbiome function and immunity.

After this work was submitted for publication, Buchon et al. (2013) also described midgut regionalization; they classified five major midgut divisions (R1–R5), 13 total subregions (e.g., R1a and R1b), and 2 microregions (B_R2–3_, B_R3–4_). Converting our counts of cell number within the 10 regions (Figure 1C) to the fractional length coordinates used by Buchon et al. (2013) suggests a close correspondence between the studies: A1 = R1a + R1b; A2 = R2a + R2b; A3 = R2c; Cu = R3a + R3b; LFC = R3c; Fe = B_R3–R4_, P1 = R4a + R4b; P2 = R4c; P3 = R5a; P4 = R5b. In the case of single regions in our system that Buchon et al. split in two, we had also usually noted differences in gene expression; for example, between the anterior and posterior Cu region (Figure 1D, Figure 1—figure supplement 2; Strand and Micchelli, 2011; Buchon et al., 2013) or the subregions of A2 and P1 that differ in lipid accumulation. We emphasized enterocyte morphology and qualitative gene expression differences in defining subregions. In contrast to our study, Buchon et al. (2013) view constrictions to be of primary importance and define two constrictions as micro-regions in their own right. We found that enterocyte subregions abut directly, and favor the view that constrictions are mesodermal features, not microregions.

### Differences in ISCs contribute to Drosophila midgut regionalization

Our results argue strongly that the striking regionalization of structure and gene expression within the midgut is maintained at least in part by regional differences between their resident stem cells. In the midgut subregions surrounding five different boundaries, we did not detect a single stem cell that produced differentiated cells on the opposite side of the boundary, that is from a region different from the one in which it resided. All the ‘non-crossing’ clones contacted the regional boundary, and in 78% the founder stem cell was located on or within one cell of the boundary, such that progeny cells could have reached the adjacent region prior to differentiation. In contrast, boundary clones with the same general properties almost always crossed the LFC/Fe boundary, showing that ‘non-crossing’ behavior would not occur by chance. Consistent with the existence of epigenetic differences in stem cells that limit trans-regional differentiation, clones frequently pushed into adjacent regions at the boundary, but retained their autonomous identity based on marker expression. Mechanical and/or adhesive forces may also contribute to maintaining some regional boundaries. Indeed, the tendency of tumor cells to respect regional boundaries suggests that cell–cell interactions at boundaries are likely to be important as well as stem cell programming.

The behavior of ISC clones at regional boundaries is reminiscent of the behavior of clones in developing imaginal discs at ‘compartment’ boundaries (reviewed in Dahmann et al., 2011). In the developing Drosophila embryo and imaginal discs, the *engrailed* gene and *hedgehog* signaling play important roles in defining posterior compartments (Dahmann and Basler, 2000). 

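engrailed (en), a homeobox gene, was listed above 0 in 1 of the 30 libraries, at 0.0300 fpkm in P1-4 replicate 2, and invected (inv) in 14, at no more than 0.0872 fpkm. These values rest on at most 1.45 fragments in a library for en and 2.80 for inv. hedgehog (hh), encoding the secreted signal, stood at 4.51 ± 1.30 fpkm (SD, n = 3) in Fe and 3.79 ± 0.436 fpkm in P1, its receptor patched (ptc) at 0.417 ± 0.244 and 0.308 ± 0.164 fpkm, and the transducer smoothened (smo) at 1.92 ± 0.672 and 2.93 ± 0.546 fpkm. dally-like (dlp), a glypican gene, was higher in P1, at 7.47 ± 1.37 fpkm against 3.76 ± 0.200 fpkm in Fe, and so was cos, which encodes the kinesin-like protein of the pathway, at 3.76 ± 1.06 against 1.64 ± 0.326 fpkm. Between Fe and P1 the log2 difference was 0.21 for hh (standard error 0.32, limma, adjusted p = 0.69), 0.28 for ptc (standard error 0.48, adjusted p = 0.73), -0.63 for smo (standard error 0.35, adjusted p = 0.24), -0.96 for dlp (standard error 0.18, adjusted p = 0.0018) and -1.13 for cos (standard error 0.29, adjusted p = 0.018). Of 12 pathway genes tested, 0 were higher in Fe by limma, 2 were higher in P1 and 10 did not pass, and adjusted over the list alone 4 were higher in P1, with ihog and boi added. Across the segments the pathway had no list call by camera of limma. hh (FBgn0004644) lies on 3R from 18953891 to 18967628 and en (FBgn0000577) on 2R from 7411509 to 7415715. A difference that did not pass is not a measure of equality, and P1 is rich in osk.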

We did not detect expression of *engrailed* or the closely related gene *invected* in any midgut region, and expression of *hedgehog* pathway components was similar on both sides of non-crossing boundaries such as Fe/P1. Dorsal ventral compartments in the developing wing are mediated by *apterous* and by Notch signaling (Milan and Cohen, 2003). *Apterous* was expressed only at very low levels throughout all regions and *Serrate* was found at significant levels only in posterior regions 2–4 where the gene is dispensable for cell differentiation (Ohlstein and Spradling, 2007). 

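apterous (ap), a LIM homeobox gene, was listed above 0 in 28 of 30 libraries and at no more than 0.378 fpkm, with its highest segment mean in Fe, at 0.245 ± 0.148 fpkm (SD, n = 3). Serrate (Ser), encoding a Notch ligand, averaged 0.223 ± 0.0807 fpkm in P2-4 and 0.175 ± 0.0199 fpkm in P1-4. Ser was above 0 in 20 of 30 libraries, with its highest value, 0.291 fpkm, in P2-4 replicate 2, and outside the posterior A1-3 replicate 2 held 0.154 fpkm. ap (FBgn0000099) lies on 2R from 1593707 to 1614335 and Ser (FBgn0004197) on 3R from 22997818 to 23019716. Both lie under 1 fpkm in every library and were not tested by limma.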

In the developing vertebrate brain, Hox genes are important in specifying developmental compartments (Kiecker and Lumsden, 2005). However, Hox genes are only expressed at very low levels in endodermal cells during embryogenesis (Hoppler and Beinz, 1994) and these genes were very weakly expressed in our RNAseq studies, perhaps due to expression in non-endodermal cells within these samples. Consequently, the genetic basis for adult midgut compartmentalization probably differs from previously studied examples of tissue regionalization.

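Antennapedia (Antp) was listed above 0 in all 30 libraries, at no more than 1.51 fpkm, averaging 1.22 ± 0.362 fpkm (SD, n = 3) in Cu and 0.0285 ± 0.0135 fpkm in A1. Ultrabithorax (Ubx) reached at most 0.779 fpkm and was above 0 in 29 libraries, and abdominal-A (abd-A) reached at most 0.983 fpkm, with a mean of 0.759 ± 0.208 fpkm in Fe. Abdominal-B (Abd-B) averaged 0.375 ± 0.208 fpkm in P2-4 and 0.469 ± 0.175 fpkm in P1-4, and was above 0 in 17 libraries. proboscipedia (pb) was above 0 in 3 libraries, Deformed (Dfd) in 4 and Sex combs reduced (Scr) in 6, none above 0.0553 fpkm. Antp (FBgn0260642) lies on 3R from 2721975 to 2824950 and Abd-B (FBgn0000015) on 3R from 12752932 to 12797958. The values of pb, Dfd and Scr rest on at most 0.805, 1 and 2.29 fragments in a library, while those of Antp, Ubx, abd-A and Abd-B rest on up to 135, 59.8, 99.9 and 34.8, and the list had too few members above 1 fpkm for a camera test.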

The homeotic transcription factor *labial (lab)* is an outstanding candidate for a regional regulatory factor. In the embryonic and larval gut, *lab* is required for Cu cell specification, differentiation and maintenance (Hoppler and Beinz, 1994; Dubreuil et al., 2001). 

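lab was above 0 in 25 of the 30 libraries, the 5 without it being A1 replicate 1, P1 replicates 1 and 3 and P2-4 replicates 1 and 2. Another homeobox gene, Ptx1, had its highest mean in Cu too, at 294 ± 61.0 fpkm (SD, n = 3), 3.77 above the other 6 segments on the log2 scale (standard error 0.49, limma, adjusted p = 1.1e-05). Ptx1 (FBgn0020912) lies on 3R from 26738610 to 26756404 and stood at 67.4 ± 15.1 fpkm in LFC-Fe and 15.4 ± 1.76 fpkm in A2-3. These are values of whole pieces of tissue, so the cell type that holds the mRNA is not resolved.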

The gene is expressed in copper cells, but not elsewhere in the larval midgut, and we observed similar specificity of *lab* expression in the adult. When *lab* is mis-expressed during embryonic development in other midgut regions, the copper region can expand (Hoppler and Bienz, 1994). Endodermal cell identity along the a/p axis may be determined by signals from adjacent mesoderm during embryogenesis (Bilder and Scott, 1998), and then fixed by the induction of secondary factors such as *lab*. Gene expression within the midgut muscles might play a similar role in the adult midgut, however, expression boundaries of muscle genes were frequently offset with respect to endodermal regions (Figure 1E). Whether this bears any relationship to the documented offset in homeotic gene expression between the ectoderm and visceral endoderm in embryonic development (Lawrence and Morata, 1994) remains unclear. A key question is whether individual or combinations of differentiation regulators analogous to *lab* specify other midgut subregions in which the ISCs fail to generate cells across regional boundaries. The RNAseq data should provide a valuable resource in identifying such factors. For example, one potential candidate, the homeotic gene *defective proventriculus (dve)*, functions in copper cells (Nakagawa et al., 2011) and its expression was observed to fall sixfold between Fe and P1.

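dve, which encodes a homeodomain protein, stood at 79.6 ± 16.2 fpkm (SD, n = 3) in Cu and 55.3 ± 15.4 fpkm in Fe, and at 8.90 ± 2.55 fpkm in P1, a ratio of 6.21 between Fe and P1. It stood at 33.9 ± 10.1 fpkm in LFC-Fe, 23.3 ± 3.01 fpkm in A1, 11.9 ± 0.919 fpkm in A2-3 and 2.91 ± 0.288 fpkm in P2-4, and in the zones at 77.1 ± 11.2 fpkm in Cu-LFC-Fe against 19.5 ± 3.74 fpkm in A1-3 and 6.12 ± 2.18 fpkm in P1-4. dve (FBgn0020307) lies on 2R from 18131468 to 18173974. Between Fe and P1 its log2 difference was 2.62 (standard error 0.25, limma, adjusted p = 2.9e-06). Of 13 gut transcription factor genes tested, 4 were higher in Fe than in the other 6 segments and none was lower (camera of limma, adjusted p = 0.0036; adjusted p = 0.29 with an estimated correlation), 4 when adjusted over the list alone.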

### Origin of regional differences within the midgut

One remaining question is whether a pre-existing pattern of larval midgut subdivision plays any role in the origin of adult midgut organization. The larval gut has a middle acidic region containing copper cells and an iron region like the adult tissue (Poulson and Bowen, 1952), and EM studies show additional morphological differences (Shanbhag and Tripathi, 2009). However, it is not known whether regions analogous to other eight midgut domains described here exist in larvae. The larval midgut contains nests of diploid intestinal precursors that proliferate following pupariation to build the adult gut and establish its ISCs (Jiang and Edgar, 2009; Mathur et al., 2010). Larval midgut domains might serve as a template for adult regionalization if gut precursor cells within each region already differ autonomously and do not mix during pupal development. However, cells do cross boundaries between the hindgut and midgut during pupal gut development (Takashima et al., 2013b). Identical regionalization within larval and adult guts might be disadvantageous to species with very different larval and adult diets, hence many adult midgut regions are likely to be established de novo or to be re-specified during pupal development.

### Stem cell regionalization may be widespread

Many mammalian tissues such as skin, muscle, lung, liver, and intestine contain thousands of spatially dispersed stem cells, like the Drosophila midgut. Our studies raise the question of whether these tissues exhibit finer grained regional patterns of gene expression than has been previously recognized, patterns that might be supported by small autonomous differences in their stem cells. Currently, the strongest indication for such regionalization comes from studies of the intestine. Lineage labeling shows that similar stem cells expressing Lgr5 exist along the mammalian gut (Barker et al., 2007) despite the fact that enterocytes, enteroendocrine cells and bacterial symbionts differ regionally (Rindi et al., 2004; Bradley et al., 2011). For example, iron absorption in mammals takes place primarily in the duodenum (Fuqua et al., 2012), a specialized subregion of the small intestine located just downstream from the acidic stomach. This is similar to the position of the midgut iron region just downstream from the acid-producing parietal cells of the Cu and LFC regions. The antibacterial lectin RegIIIγ, which like Drosophila PGRPs recognizes bacterial peptidoglycans, is expressed most prominently in the distal region of the small intestine (Cash et al., 2006). The existence of tissue and stem cell regionalization in other mammalian tissues deserves further detailed investigation.

### Regionalization and cancer

The human large intestine is much more prone to cancer than the small intestine. Our studies suggest that regional differences in the properties of apparently similar stem cells and tissue cells contribute to such differences. The midgut zones most favorable for the expansion of Notch-deficient cells showed pre-existing differences in Notch signaling within the early enterocyte lineage. Delta expression did not decrease shortly after ISC division, as in other regions, and Notch signaling persisted throughout enterocyte development (Figure 4Q). Curiously, same tumor-prone regions with persistent Notch signaling also were enriched in lipid droplets (Figure 1). At present it is not clear how the altered signaling, regional metabolic activity and tumor susceptibility are related. Additionally, regional differences in the microbiome, as suggested by our observation of domain-specific expression of PGRP proteins, may also influence the occurrence of cancer. Gastric bacteria such as *Helicobacter pylori* contribute to stomach cancer (Uemura et al., 2001), while colonic *Bacteroides fragilis* likely promote gut cell DNA damage and colon cancer (Wu et al., 2009). Regional tissue differences likely also affect rates of tumor progression and metastasis. These observations emphasize the importance of understanding tissues region by region.

In sum, the Drosophila midgut provides an outstanding tissue in which to explore and understand the significance of intrinsic stem cell differences. We identified GAL4 drivers that allow gene expression to be manipulated in all intestinal cell types, including cells such as circular muscle and enteric neurons that are thought to contribute to niche function. Will altering the expression of genes that normally differ between regions cause ISCs to generate cells with heterotypic characteristics? Such studies might eventually make it possible to stimulate medically useful responses from the endogenous stem cells that remain within a diseased tissue.

## Materials and methods

### Strains and crosses

Strains of *Drosophila melanogaster* were obtained from Bloomington Stock Center (http://flystocks.bio.indiana.edu/) unless otherwise indicated. Genetic symbols are described in Flybase (McQuilton et al., 2011). Flies for all experiments were maintained either at a constant 25°C or between 23–25°C with 15–25 flies per vial and tossed onto new food every 2–3 days to ensure that midguts behaved in a reproducible manner that was minimally influenced by external variables. Janelia lines (Jenett et al., 2012) were obtained from JFRA; further information about each line is available online (www.janelia.org/gal4-gen1). Sources of other strains were: esg-GAL4;tub-GAL80ts,UAS-GFP (B Edgar); UAS-NotchRNAi (S Bray); UAS-Notch Dominant Negative (UAS-N^DN^) (I Rebay), and SREBP-reporter line (R Rawson; Matthews et al., 2009).

### Immunofluorescent staining

We dissected the gut tissue in Grace’s buffer and fixed on a nutator shaker for 1 hr at room temp (or 16–20 hr at 4°C for Delta staining) in 4% paraformaldehyde (Electron Microscopy Sciences, Hatfield, PA; 32% paraformaldehyde, EM grade, cat:15,714) and 2% antibody wash (0.3%TritonX and 0.3% of 30%BSA in 1XPBS) in Grace’s buffer. After fixation, guts were washed in antibody wash with continuous shaking three times for at least 20 min followed by primary and secondary antibody application for at least 12 hr each at 4°C with at least 12 hr of washing with antibody wash in between. After the secondary antibody incubation, samples were washed in antibody wash three times for at least 20 min. Finally, nuclei were stained with DAPI (1:5000 of Sigma, St. Louis, MO; cat:D 9542) diluted in 1XPBS for 30 min with shaking. Primary antibodies: mouse-α-Prospero (1:20), mouse-α-Delta (1:100), and mouse-α-Cut (1:20) from Developmental Studies Hybridoma Bank (http://dshb.biology.uiowa.edu/), chick-α-βGal from Abcam (Cambridge, MA; ab9361); and rabbit-α-GFP (1:1000) from Invitrogen (cat:A11122). Secondary antibodies from Invitrogen (Burlingame, CA) all used at 1:500: goat-α-mouse AlexaFluor488 (A11001), goat-α-mouse AlexaFluor568 (A11004), goat-α-mouse AlexaFluor633 (A21052), goat-α-rabbit AlexaFluor488 (A11034), goat-α-chick AlexaFluor568 (A11041). Nile red (72,485; Sigma) and Prussian blue (03,899; Sigma) were applied at the secondary antibody wash step, and utilized at 1:5000. Preparations were mounted in Vectashield (Vector Labs Inc. cat:H-1000), and examined with a LeicaSP5 confocal microscope.

### GAL4 line screening

931 lines from the Janelia GAL4 enhancer trap collection were crossed to the UAS-RFP, UAS-FLP, Ubi^p63^–FRT-stop-FRT-nEGFP/CyO (Evans et al., 2009) and guts were dissected from at least three progeny females aged 3–7 days from each strain. Guts were fixed, stained to reveal GFP, Prospero and Delta, and examined in a confocal microscope. We found 63 lines with expression in the adult proventriculus, midgut epithelium, midgut muscle, and/or enteric nervous system. The expression of these lines were analyzed further by crossing to UAS-GFP.S65T (Bloomington 1522) and mated female flies were reared at 25°C with 15–25 flies per vial. Flies were transferred onto new food every 2–3 days and fed with dry yeast 2 days prior to dissection (between 6–10 days post eclosion). At least 10 guts were analyzed from each line to document expression. Figure 1—figure supplement 2 presents the spatial pattern and cell types expressing GFP in those lines with midgut expression.

### Electron microscopy

Eight strains with region-specific GFP expression, R50A12-GAL4, R45D10-GAL4, R46B08-GAL4, R42C06-GAL4, R43D03-GAL4, R47G08-GAL4, R40B12-GAL4 and Ferritin-GFP (Morin et al., 2001), were crossed to UAS-GFP.S65T (Bloomington 1522) and progeny flies were reared at 25°C for 6–10 days. Mated females fed on dry yeast for 2 days prior to collection were dissected in Grace’s buffer and appropriate midgut regions were isolated under a fluorescent dissecting microscope. At least five samples of each region were fixed for 1 hr at 4°C in 1% gluteraldehyde, 1% OsO_4_, 0.1 M cacodylate buffer, 2 mM Ca (pH 7.5). Following washing in cacodylate buffer (3X × 5 min) tissue was embedded in agarose at 55°C, rinsed for 5 min in 0.05 M maleate (pH 6.5), and stained for 1.5 hr in 0.5% uranyl acetate, 0.05 M maleate pH 6.5. After rinsing in H_2_O, samples were dehydrated in an ethanol series (35% twice for 5 min, 50% for 10 min, 75% for 10 min, 95% for 10 min and 100% three times for 10 min), incubated in propylene oxide (2X × 10 min) and then in 1:1 propylene oxide:resin (Epon 812:Quetol 651 [2:1]), 1% silicone 200, 2% BDMA for 1 hr. After three changes of resin (1 hr each), resin was allowed to polymerize overnight at 50°C and then at 70°C overnight. Images were captured with a Phillips Tecnai 12 microscope and recorded with a GATAN multiscan CCD camera using Digital Micrograph software. We analyzed at least three longitudinal sections from each of the 10 proposed regions.

### Analysis of regional ISC parameters

The strains Hs-FLP;X15-29 and w;X15-33 that in combination allow lineage marking (see Ohlstein and Spradling, 2006) were crossed to UAS-GFP and a regional-GAL4 line, respectively, and their F1 progeny were intercrossed to generate the starting strains used. For regional proliferation rate studies, mated females 4 days post eclosion with the following genotype: Hs-FLP,UAS-GFP;X15-33/X15-29; regional-GAL4, UAS-GFP/+ or Hs-FLP;X15-33/X15-29; Fer-GFP/+, were heat shocked for 30 min at 37°C and dissected at multiple times thereafter. In each case, midguts were stained to reveal lacZ (clonal marker), Dl (to identify ISCs) and Prospero (to identify enteroendocrine cells), and the size and cellular content of ISC clones was analyzed.

### Analysis of regional stem cell autonomy

The ability of stem cell progeny to differentiate into cells from an adjacent subregion (‘boundary crossing’) was analyzed using the same flies and experimental design, except that flies were heat shocked for 10 min at 37°C (to ensure the clonal induction rate was low enough such that even large clones rarely touched nearby clones) and dissected at multiple time points up to 25 days after heat shock. Regional boundaries were marked with region-specific protein trap lines, GAL4-driver lines, or antibody stains. The A1/A2 boundary was indicated by R45D10 (A1 expression), A3/Cu by anti-Cut antibody or R50A12 (Cu parietal cell expression), Cu/LFC by anti-Cut antibody or R50A12 (Cu parietal cell expression), LFC/Fe by Ferritin-GFP or R46B08 (Fe expression), P1/P2 by R46B08 (P1 expression) or R50A12 (P2 expression), and P2/P3 by R50A12 (P2 expression). Clones containing a single ISC, at least four total cells, and contained at least one cell that contacted the boundary under study were termed ‘boundary clones’ and were analyzed further to determine the number and location of all cells relative to the boundary. A ‘boundary cell’ is any cell in the clone that neighbors midgut cell in a different subregion. A ‘crossed cell’ is any cell in the clone that is located past the boundary and that displays the marker expression of a midgut subregion different from that of its founder stem cell. A crossed clone is a clone that contains at least one crossed cell. Several classes of potentially ambiguous clones were not included in our tabulation to ensure accuracy. Clones lacking a single, clearly stained stem cell were excluded, as were clones that could not be accurately scored because they wrapped around the periphery of the squashed tissue. Additionally, clones touching regions where boundary marker expression could not be clearly scored were excluded. For each boundary clone, the total size, number of boundary-touching cells, number of crossed cells, if any, and the location of the ISC with respect to the border, was recorded.

### Analysis of Notch tumors

To perturb the Notch pathway we crossed UAS-N[RNAi}, and UAS-N^DN^ to yw;esg-Gal4/CyO;tub-Gal80^ts^,UAS-GFP/TM3 at 18°C to restrict transgene expression during larval and pupal stages. UAS-N[RNAi];esg-GAL4/+;tubulin-GAL80^ts^,UAS-GFP/+, yw;esg-GAL4/UAS-N^act^;tubulin-GAL80^ts^,UAS-GFP/+, and yw;esg-GAL4/UAS-N^DN^;tub-GAL80^ts^,UAS-GFP/+ flies were moved to 29°C (permissive temperature for GAL4-mediated knockdown) upon eclosion, and dissected at multiple time points (no later than 16 days). Boundary limits were determined by counting cell diameters from the cut^+^ copper cells, and by gut morphology.

### Isolation of gut regions for RNAseq

We identified GAL4 lines with regional expression, then dissected and sectioned gut regions based on the presence or absence of GFP under a fluorescent dissecting microscope. Flies were maintained at 22–25°C for 6–8 days post eclosion, and given dry yeast for the 2 days prior to dissection. Gut regions were isolated, no more than five at a time, and moved to iced Tripure reagent (Roche/Boehringer Mannheim cat: 11667157001) to avoid RNA degradation (which occurred unless guts were processed within 30 min of isolation (or 10–15 min in the case of the copper region samples). After 25 or 50 gut regions were collected in 200 μl Tripure, they were homogenized. 600 μl of fresh Tripure was added, mixed, and allowed to stand at room temperature for 5–10 min. After adding 180 μl chloroform, samples were vortexed 2 × 45 s, and incubated at room temperature for 10 min. Samples were then centrifuged for 15 min at 12,000 rpm at 4°C, and the aqueous layer was moved to a fresh tube. RNA was precipitated by adding 400 μl of isopropanol, vortexing for 15 s, and incubating at room temperature for 15 min, and centrifuging at 12,000 rpm for 15 min at 4°C. After washing the pellet with 75% EtOH, the RNA was dried in air dry for 5 min, re-suspended in 50 μl nuclease free H_2_O, and stored at −80°C. cDNA libraries were constructed from poly(A)-selected RNA using Illumina TruSeq RNA Library Prep Kit v2, and sequenced using a HiSeq2000.

### Analysis of RNAseq data

Fpkm values for genes in all samples were calculated using Bowtie2 v 2.0.6, TopHat v 2.0.7, and Cufflinks version 2.02, with Refseq annotation file dm3. 

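Each file carries a Cufflinks fpkm value with its lower and upper bound for 15602 genes, and a status of the quantification. Between 115 and 116 genes per library had too few reads for a value, and up to 20 genes failed and up to 9 had too many reads. Genes without a value were listed at 0 fpkm. Abundant genes were among them: Jon99Cii, Jon99Ciii, Jon65Aiv, betaTry, CG7916 and mt:CoI in some libraries, and these were described but not tested by limma. The sum of fpkm over all genes ran from 1071400 to 1492600 per library, and the 10 most abundant genes took between 15.8% and 37.5% of it. Of the gene identifiers, 14926 are also in a current list of names. No 2 of the 30 libraries were identical.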

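Between 9812 and 10246 genes per dissection, with a median of 10048, had a mean between 0.1 and 50000 fpkm. With all 3 libraries in that range the number was between 8511 and 9390. LysD, at 102635 fpkm in A1 replicate 2, lay above it. No test applies to these counts, which describe the dissections and depend on sequencing depth.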

Triplicate samples independently prepared and analyzed from each region gave fpkm values between 50,000 and 0.1 for about 10,000 of 15,600 annotated features. 

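Abundant genes governed the likeness of replicates: mt:ATPase8 stood at 190016 fpkm in A1-3 replicate 1 and at 6382 fpkm in replicate 2. Across all genes R2 between replicates exceeded 0.95 in 1 of 30 pairs, with a median of 0.867, a lowest value of 0.301 for A1-3 replicates 1 and 2 and a highest of 0.984. LysD, alphaTry, mt:lrRNA and 5.8SrRNA:CR40454 were among the genes that lowered it in A1. On the log2 scale R2 exceeded 0.95 in 9 pairs, with a lowest of 0.880 for Fe replicates 1 and 2, a median of 0.943 and a highest of 0.962. Among genes with an SD no greater than the mean it exceeded 0.95 in 4 pairs, with a lowest of 0.709 and a median of 0.909.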

Expression values were highly reproducible between replicates (R^2^ > 0.95), except for a small subclass of outlier genes, including many RNA genes. 

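Between 660 and 1147 genes per dissection, with a median of 962, had an SD above the mean of the 3 libraries. Between 75 and 196 of them were RNA genes, with a median of 112, and between 161 and 429 had a mean of at least 1 fpkm. Examples are mir-4970, at 10746 fpkm in P2-4 replicate 1 and 0 in replicate 2, and CG14645, at 619 fpkm in A1-3 replicate 1 and 10479.7 fpkm in replicate 2. With an SD over the mean required to lie under 1 in every segment compared, the number of genes 10 times higher than in every other segment fell from 138 to 28.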

Genes in which the fpkm standard deviation (SD)/mean >1 within the replicates were excluded, since analyses of reads suggested that the divergence in such cases was usually due to inconsistent read alignment in the presence of nearby or overlapping genes. A small subset of genes showed possible physiological variation between replicates. Gene ontology analysis based on average fpkm was carried out for differentially expressed and for highly expressed gene sets within each subregion (Supplementary file 1B) using DAVID software (Huang et al., 2008a, 2008b). These data are available at the NIH Geo Website under accession GSE47780.

## Additional files

Supplementary file 1. (**A**) RNASeq analysis of Drosophila midgut. (**B**) Regional expression of midgut genes. **DOI:** http://dx.doi.org/10.7554/eLife.00886.013

### Major dataset

The following dataset was generated:

MarianesA, SpradlingA, 2013, Physiological and stem cell compartmentalization within the adult Drosophila midgut, ; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47780, Publicly available at GEO (http://www.ncbi.nlm.nih.gov/geo/).

# Supplementary material for: Physiological and stem cell compartmentalization within the Drosophila midgut
**Source:** eLife. 2013 Aug 27;2:e00886. doi: 10.7554/eLife.00886
**Supplement:** Supplementary file 1. — (A) RNASeq analysis of Drosophila midgut. (B) Regional expression of midgut genes. DOI: http://dx.doi.org/10.7554/eLife.00886.013

**Supplementary file 1A. RNASeq analysis of Drosophila midgut**

| region^1^ | line^2^ | reads^3^ | total reads | genes^4^ |
| --- | --- | --- | --- | --- |
| A1 | 50A12,46B08 | 33.6, 44.0, 36.7 | 114 | 9,380 |
| A2-A3 | 50A12 | 38.7, 51.1, 55.3 | 145 | 9,251 |
| Cu | 50A12 | 105.3, 36.7, 58.2 | 200 | 10,031 |
| LFC, Fe | 50A12 | 30.9, 34.6, 64.5 | 130 | 9,509 |
| Fe | 46B08 | 27.2, 93.0, 90.0 | 210 | 9,266 |
| P1 | 46B08 | 56.9, 68.4, 92.5 | 218 | 9,653 |
| P2-P4 | 46B08 | 69.1, 54.4, 56.3 | 180 | 9,695 |
| A1-A3 | 42G03 | 43.1, 31.7, 57.7 | 132 | 9,740 |
| Cu, LFC, Fe | 46B08,42G03 | 46.8, 70.3, 62.1 | 179 | 9,604 |
| P1-P4 | 46B08,42G03 | 109.5, 67.6, 37.5 | 214 | 9,928 |

^1^name of midgut subregion, see Figure 2B

^2^the Janelia Farm GAL4 line used with UAS-GFP to isolate the region

^3^reads (in millions) i.e. reads x 10E-06

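Between 9266 and 10031 genes per dissection had a mean above 0.05 fpkm and an SD under the mean, and between 10285 and 10803 had a mean above 0.05 fpkm whatever their SD. The count was 9375 in A1 and 9521 in A2-3. lab in P1, with 2 of 3 libraries at 0 and a mean of 0.491 ± 0.850 fpkm, is among the genes left out by the SD.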

^4^number of genes with fpkm >0.05 and S.D./mean <1.

**Supplementary file 1B. Regional expression of midgut genes**

| subregion^1^ | A1 | A23 | Cu | LFC/Fe | Fe | P1 | P234 | A123 | CuLFCFe | P1234 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A1^2^ | X | **87** | **250** | **177** | **214** | **218** | **188** | X | X | X |
| A23^2^ | **60** | X | **210** | **108** | **142** | **117** | **123** | X | X | X |
| Cu^2^ | **168** | **135** | X | **64** | **95** | **181** | **149** | X | X | X |
| LFC/Fe^2^ | **143** | **120** | **165** | X | **34** | **83** | **120** | X | X | X |
| Fe^2^ | 137 | 107 | 150 | 32 | X | 72 | 13032 | X | X | X |
| P1^2^ | 201 | 277 | 280 | 107 | 177 | X | 60 | X | X | X |
| P234^2^ | 295 | 232 | 361 | 201 | 266 | 124 | X | X | X | X |
| A123^3^ | X | X | X | X | X | X | X | X | **303** | **263** |
| CuLFCFe^3^ | X | X | X | X | X | X | X | **437** | X | **259** |
| P1234^3^ | X | X | X | X | X | X | X | **474** | **356** | X |

^1^name of midgut subregion, see Figure 2B

^2^number of genes with fpkm>1, SD/mean <1, and >10X higher fpkm than the indicated region

^3^number of genes with fpkm>0.2, SD/mean <1, and >5X higher fpkm than the indicated region

How the deposited data were processed for this re-analysis (not part of the article)

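Adult female Drosophila midguts were dissected into 7 segments, A1, A2-3, Cu, LFC-Fe, Fe, P1 and P2-4, and separately into 3 zones, A1-3, Cu-LFC-Fe and P1-4, with 3 libraries for each of the 10 dissections. Each sample pooled many guts and was cut along the border of GFP driven by a GAL4 line, so a library is a pool of tissue pieces and not a single fly. By the paper the line was not the same for all dissections, and the fits do not correct for it. The authors selected polyadenylated RNA, sequenced unstranded libraries as pairs of 100-nucleotide reads, called bases with CASAVA 1.8.2, aligned the reads to dm3 with TopHat2 2.0.7 on Bowtie2 2.0.6, and computed FPKM values, fragments per kilobase of transcript scaled by the number of mapped fragments, with Cufflinks 2.02 before they deposited the files. Each deposited file lists the FPKM of 15602 genes, and beside it the lower and upper FPKM bounds that Cufflinks gave the authors. Read counts were not used here, so no count model was run and no detection limit is given.

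The bounds follow the number of fragments behind each value, which came to between 10.8 M and 40.2 M fragments per library, with a median of 20.8 M, taking a bound as 2 SD. A gene quantified without success carries the value 0 and was left out of every test if this happened in any library of the comparison. Symbols were matched to current names for 14926 gene identifiers, 21 list members were found through a current symbol, and 5 list members (LysA, obst-C, obst-D, ZnT65C and CG15088) were not found.

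Values computed here start from the deposited FPKM. After adding 0.1 FPKM they were taken to log2 and fitted with limma 3.58.1 in R 4.3.3, with an intensity trend in the prior variance, over genes of at least 1 FPKM in at least 3 libraries. The 7 segments formed 1 fit, with 14 residual degrees of freedom, and the 3 zones another, with 6. The F test, all pairwise contrasts and the contrast of each group against the mean of the others were adjusted with the Benjamini-Hochberg method and called at an adjusted p under 0.05. A gene counts as higher in a group when its contrasts with every other group pass. Lists of at least 3 tested genes were compared with all other genes by camera of limma, with a preset correlation between genes of 0.01 and, as an alternative, an estimated one. The 25 gene lists cover neuropeptides, PGRPs, antimicrobial peptides, lysozymes, chitin and the peritrophic matrix, trypsins, Jonah proteases, alpha-glucosidases, lipases, alpha-mannosidases, alkaline phosphatases, lysosomal enzymes, V-ATPase subunits, metal genes, amino acid and sugar transporters, fatty acid synthesis, lipid transport, cytochrome P450s, the cell cycle, the hedgehog and Notch pathways, gut transcription factors, and Hox and compartment genes, of which the last 2 had too few tested members. The 11 marker lists cover progenitors, enteroendocrine cells, visceral muscle, neurons, hemocytes, fat body, ovary and Malpighian tubule, and the salivary gland and proventriculus, hindgut and trachea, of which the last 3 had too few tested members. They stand in for the terms of Figure 3, since no gene ontology annotation was at hand, and were drawn up after reading the paper, which names several of the classes.

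Without a test, the paper's fold rules were applied: SD/mean under 1, and a mean above 1 FPKM and over 10 times that of every other segment, or above 0.2 FPKM and over 5 times that of both other zones. Neighbouring genes were tested by shuffling the segments over the genes in 10000 permutations, the carry-over of tissue was bounded by the fifth lowest ratio of means over genes of at least 100 FPKM in the donor, and zones were fitted as mixtures of segments with nonnegative weights over genes above 1 FPKM. The mixture weights were scaled to a fixed sum, and the misfit of the mixtures was not kept. Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1 was used for these steps.

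The genes named in the text are those the paper names, for each segment and zone the 5 with the largest log2 difference to the next group (mean of at least 10 FPKM, and every library above every library of the other groups) and the 3 with the highest mean among its higher genes, the 5 with the largest difference in each direction between Fe and P1, up to 4 members of each list, and its exceptions. Genes outside this rule were chosen after their values were seen, among them mt:ATPase8, mir-4970 and CG14645 as outliers, slo and CG10799 as Fe genes, and the runs of neighbouring genes.

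Alternatives were 0.01 or 1 FPKM added, no or a stricter filter, TPM, quantile and median-ratio scaling, replicate numbers as a block, genes with SD/mean of 1 or more left out, each library left out in turn, all 30 libraries in 1 fit, only the libraries of Fe and P1, stricter fold rules, and other settings of the neighbour, carry-over and mixture steps. Added after the data were seen were a germ line score as a covariate, leaving out libraries with osk of at least 10 FPKM, leaving out RNA genes or mitochondrial genes, and keeping to genes quantified in every library for the fold rules.

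The tests were tried on simulated values with the mean and residual SD of each gene, independent normal noise and no group differences. Some of the more abundant genes were then raised in 1 group. Of those raised in Cu, limma found 46.3% at 1 on the log2 scale, 88.1% at 2 and 97.0% at 4. In Cu-LFC-Fe it found 46.3%, 85.1% and 92.4%. It called 0 unchanged genes higher, while the F test called 9 unchanged genes among segments and 6 among zones. Low genes were not raised, so these shares do not cover them. With a small fixed noise the fold rule found 100% of genes raised 30-fold and 0% of those raised 3-fold. For a single mixture of the same segment profiles, also with a small fixed noise, the weights were off by at most 1.93 percentage points. Neither value gives the error on real libraries.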

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

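The tests in this part were chosen after the result was seen, except the list test of the ovary markers, which was fixed before the files were opened, and the one of few starting molecules, which was set before its value was computed but after a similar measure of spread had been seen. What drew attention were genes of other tissues in samples that the paper does not analyse for them, and a library far from the others.

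Germ line mRNA was present in some libraries: osk stood at 23.7, 12.3 and 33.4 fpkm in P1 replicates 1, 2 and 3, at 26.1 and 38.3 fpkm in LFC-Fe replicates 1 and 3, at 29.1 fpkm in Cu-LFC-Fe replicate 3, at 16.3 fpkm in A1 replicate 2, at 13.8 fpkm in Cu replicate 1 and at 13.8 fpkm in P2-4 replicate 3. Ovary tissue beside the gut and more dividing midgut progenitors were weighed. Within dissections osk rose and fell with nos, bcd and vas, other germ line genes (Pearson r = 0.948, permutation p = 1e-05, the smallest possible, 4e-05 adjusted over 4 relations; r = 0.920 without the 2 farthest libraries; Spearman rho = 0.936, n = 30), which is what ovary tissue predicts. The germ line genes did not follow the progenitor markers (r = -0.058, upper 95% limit 0.373). They did follow the cell cycle genes (r = 0.819, permutation p = 0.0022 adjusted), which the progenitor markers did not (r = 0.166). The progenitor markers may thus not track division, and this test cannot exclude dividing progenitors as the source. Ovary markers other than these germ line genes were abundant too. Cp18, Vm26Aa and Vm26Ab each averaged at least 100 fpkm in P1, and Cp38 did so in LFC-Fe. Ovary tissue would bring these genes as well, but their changes within dissections were not tested. Of 13 ovary genes none passed in P1 singly, while 4 were higher when adjusted over the list alone (camera of limma, adjusted p = 0.059).

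Some genes high in Fe were near 0 in LFC-Fe, although those samples were to hold the iron cells too. The level in LFC-Fe as a share of Fe had a median of 0.335% and a highest value of 5.12%, for 7B2, over the 5 protein-coding genes of the 6 that were 10-fold higher in Fe than in every other segment, a rule that itself keeps this share under 10%, while 6 genes shared by both, slo, CG8850, CG10799, CG10477, CG13836 and CG42700, stood at a median of 62.6%, from 45.8% to 87.5%. LFC-Fe samples that end before the posterior part of Fe are left open, since LFC itself may express the 6 shared genes, and with 7B2 at 5.12% not all 5 genes fell under the 5% set for this explanation. A driver line of the flies that raises the genes in every segment is excluded for the genes as a set: over 28 genes 10-fold higher in Fe than in LFC-Fe, chosen without regard to P2-4, which by the paper was dissected with the same line as Fe (the sample labels name Oregon R instead), the median in P2-4 was 3.50% of Fe (upper quartile 17.9%, below the 20% set for it), though 6 of the 28 reached 20% and the median in P1, of the same line, was 34.3%. The paper uses this line to mark Fe and P1, so P2-4 cannot test an effect of the line that is limited to those segments. In the Cu-LFC-Fe zone sad stood at 86.4, 64.9 and 0.121 fpkm in the 3 replicates.

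Fe replicate 1 lists 9168 genes above 0, the fewest of the 30 libraries. Thinned to its depth, the other 29 libraries would list at least 10100 (SD 154), which excludes lower depth as the explanation. Few starting molecules would spread its values, and the prediction was the widest spread of the 30 libraries. For genes with 100 to 400 fragments, the SD of its log2 ratio to the other 2 Fe libraries was 5.50 times that of counting. This was rank 3 of the 30 libraries, the highest being 5.76 (SD of the others 0.857), so the prediction was not met. By the SD left after removing the part from counting, Fe replicate 1 ranked 10. Its ratio lies within that SD of the highest, so this explanation is left open without backing from the test.

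Uro, a gene of the Malpighian tubule, stood at 82.4 and 23.2 fpkm in Cu-LFC-Fe replicates 1 and 2 and at 14.2 fpkm in A2-3 replicate 1. drm, a marker of the hindgut and proventriculus, stood at 10.3 fpkm in Fe replicate 1.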

How the results depend on the processing

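The settings on germ line RNA, RNA genes, mitochondrial genes and quantification status were chosen after the result was seen, and the others before. Of 865 counts and values under the alternatives 769 stayed the same, 94 moved and 2 were weaker; of 2838 values for named genes 2610 stayed, 223 were weaker and 5 stronger; of 2804 list calls 2550 stayed, 251 were weaker and 3 turned. Of 107 named gene results 72 were unchanged under every alternative, and of 95 list calls 51 under every one but the estimated correlation. Genes differing by the F test ran from 4302 to 5123 without single libraries, genes higher in 1 segment from 828 to 1077, in 1 zone from 1093 to 1424, list calls from 66 to 77 and 22 to 33, and dve in Fe over P1 from 2.38 to 2.87 on the log2 scale. Depth limits the low values, with the bounds at up to 22.6% of a value between 1 and 10 fpkm, and where an alternative left 1 library in a dissection it was assumed to vary like the others. For every value below the cause was not tested.

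With 1 fpkm added, LFC-Fe had 4 and P1 8 genes higher than each other segment; with 0.01 fpkm, A1 had 62 and lab in Cu over LFC-Fe stood at 5.33 (limma, adjusted p = 0.069); with no filter, LFC-Fe had 5. TPM scaling gave Cu 1099, P1 13, P1 over Fe 1432 and the 10-fold rule in Fe 3. Quantile normalization gave P2-4 142, Fe over P1 552 and A1-3 601. Median-ratio scaling gave 702 in all, Cu 291, Fe 74, P1 1, Fe over P1 551, P1 over Fe 398, A1-3 658, P1-4 377 and the 10-fold rule in LFC-Fe 0. Without genes of SD/mean of 1 or more, A1 had 43 and LFC-Fe 3. With an estimated correlation the list calls were 0 in segments and 0 in zones. With only the 6 libraries of Fe and P1, 159 were higher in Fe and 338 in P1.

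With replicate numbers as a block, which the paper does not describe as pairs, LFC-Fe had 2 and P1 8 genes, the F test 5206, the segments together 1161 and the zones 1636. The deviations of libraries with the same number correlated at a median of 0.046 in segments, from -0.33 to 0.47, and 0.075 in zones, from -0.05 to 0.29, and those with different numbers at -0.016 and -0.034. Over 0.1 lay 18 of 63 pairs of the same number in segments against 26 of 126 others, and 3 of 9 against 0 of 18 in zones, those 3 being Cu-LFC-Fe and P1-4 at 0.141, 0.293 and 0.259; P1 and P2-4 stood at 0.275, 0.145 and 0.467, and A2-3 and Cu at 0.223, 0.186 and 0.140. This is a hint from the data, not the design, that some dissections were paired.

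Without the libraries rich in osk, with P1 keeping its 3 since all are rich in it, 529 genes were higher in 1 segment, 40 in A1, 11 in A2-3, 286 in Cu, 0 in LFC-Fe, 28 in Fe and 160 in P2-4, lab in Cu stood at 5.63 (limma, adjusted p = 0.056), and the 10-fold rule gave 3 in LFC-Fe and 19 in P1. With SD/mean under 1 in every group, the 10-fold rule gave 28, with 5 in A1, 1 in A2-3, 8 in Cu, 3 in Fe and 9 in P2-4, and the 5-fold rule 131 in P1-4. Lowest against highest library gave 58, with 16 in A1, 1 in A2-3, 18 in Cu, 0 in LFC-Fe, 0 in Fe, 0 in P1 and 23 in P2-4, and in zones 298, with 97 in A1-3, 91 in Cu-LFC-Fe and 110 in P1-4. With each gene divided by its mean over the segments, the zone libraries took a median of 75.5% from their own segments. Lists that turned were V-ATPase genes in Fe, at -0.0389 with quantile normalization, Jonah genes in LFC-Fe, at 0.12 without genes of SD/mean of 1 or more and below other genes, and cell cycle genes in A2-3, at -0.14 with the germ line score.

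Leaving out single libraries, A1 had 51 to 101 genes (51 without A1 replicate 2), A2-3 10 to 24, Cu 403 to 658, LFC-Fe 0 to 4, Fe 27 to 51, P1 0 to 6, P2-4 156 to 271 (156 without P2-4 replicate 2), Fe over P1 218 to 360, P1 over Fe 395 to 883 (395 without P1 replicate 1), and the 10-fold rule LFC-Fe 0 to 2, Fe 3 to 7 and P1 0 to 4. The ratio of lab to the segment with the least gave no value without P2-4 replicate 3 or P1 replicate 2, where that segment is at 0.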

Differences from the paper's values

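Apart from 1 setting named below, no test quoted here was chosen after the result was seen. Where the bars of Figure 2 were read by eye, the values here lay, for all 19, within a ratio of 0.987 to 1.04 of them.

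The paper's supplementary table gives between 27.2 and 109.5 M reads per library, and the bounds in the files correspond to 10.8 to 40.2 M fragments, a pair of reads being 1 fragment; no alternative applies.

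For genes 10-fold higher in Fe than in P2-4 the paper lists 13032 and the files give 130, and the other settings all differ, at 101, 75, 122, 143 and 125. For P1 over LFC-Fe the paper lists 107 and the files give 70. TPM scaling, at 76, does not differ by more than 1.5 times. SD/mean under 1 in every group (65), lowest against highest library (19), median-ratio scaling (58) and 0.1 fpkm added to both means (66) do. Without the libraries rich in osk, a setting chosen after the data were seen, the count lies above the paper's. In that setting P1 keeps all its rich libraries and LFC-Fe holds replicate 2 alone. Of the 42 such counts 7 are equal to the paper's, and apart from these 2 the ratio is at most 1.14.

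The paper puts lab in Cu at up to 100 times any other segment; here the highest ratio is 287, over P2-4, and all other settings that give a value differ, from 212 to 335. Its lower figure is matched by 39.2 over LFC-Fe.

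The paper states between 50 and 150 genes 10 times higher in each subregion than in any other; at its rule the files give between 1, in LFC-Fe and P1, and 52, in P2-4, and all other settings differ from both numbers. The counts of LFC-Fe and Fe are held down because LFC-Fe was to include the iron cells, which does not apply to P1. Over single other segments the counts run from 34 to 364. For the zones it states 259 to 474 genes at least 5 times higher than in the other 2; here 153 in Cu-LFC-Fe to 224 in P1-4 pass against both, and the first differs under all other settings except without Cu-LFC-Fe replicate 3, at 189, and the second under all. Against 1 other zone the counts run from 276 to 535, and the paper's 6 counts of that kind are exceeded by a ratio of 1.066 to 1.129.

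The paper gives R2 above 0.95 between replicates, except for a few outlier genes, many of them RNA genes; over all genes the lowest pair here, A1-3 replicates 1 and 2 with mt:ATPase8 at 190016 and 6382 fpkm, is at 0.301, and the other settings do not differ by more than 1.5 times, at 0.880 on the log2 scale and 0.709 over genes of SD/mean under 1, though neither reaches 0.95 in all pairs. By tally 1 of 30 pairs exceeds 0.95, and 9 and 4 under those alternatives.

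The paper finds lab reads in the middle zone only; the files list lab above 0 in all 9 zone libraries, with means of 0.393 fpkm in A1-3 and 0.348 fpkm in P1-4. It reports no engrailed or invected in any region; the files list en in 1 and inv in 14 of 30 libraries, at no more than 0.0872 fpkm. With at most 1.45 fragments in a library for en and 2.80 for inv, these values are too few to set against the paper's statement. The paper places Serrate at notable levels in P2-4 only; A1-3 replicate 2 holds 0.154 fpkm. It names caudal as enriched in LFC and Fe together with the PGRPs; cad is higher on average in P1 and P2-4, at 56.4 and 81.05 fpkm, than in LFC-Fe and Fe, at 26.2 and 30.0 fpkm, and these differences did not pass (limma, adjusted p = 0.26 between Fe and P2-4), while among the zones cad was higher in P1-4 than in Cu-LFC-Fe (limma, adjusted p = 0.0011). It names PGRP-SC1b as highly enriched in LFC, which was not dissected apart from Fe. The mean is highest in LFC-Fe, but the differences to Fe and P1 did not pass (limma, adjusted p = 0.23 and 0.30). It calls Gal selective for the A2-3 sample and CG3106 for P1; Gal averages 37.4 fpkm in P2-4 and CG3106 298 fpkm in LFC-Fe, and neither difference to the highest segment passed. It describes the hedgehog pathway as alike on both sides of Fe/P1; 10 of 12 genes did not pass, and dlp and cos were higher in P1.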

Other observations

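Several cell cycle genes were higher in P1. CycB, a cyclin of mitosis, averaged 86.9 ± 55.4 fpkm (SD, n = 3) in P1 and mus209, the replication clamp, 41.2 ± 18.3 fpkm, and esg, a transcription factor of progenitor cells, 20.0 ± 2.35 fpkm in Fe. Of 23 cell cycle genes, 9 were higher in P1, 0 were lower and 14 did not pass, or 23 higher when adjusted over the list alone (camera of limma, adjusted p = 1.5e-05; adjusted p = 0.60 with an estimated correlation), and with the germ line score as a covariate, chosen after the result was seen, the adjusted p by camera of limma was 0.035. The ovary genes had a median log2 difference of 3.34 there, with 4 of 13 higher when adjusted over the list alone (camera of limma, adjusted p = 0.059), and all 3 P1 libraries held osk, at 12.3 to 33.4 fpkm, so none free of it was left to compare. In LFC-Fe none of the cell cycle genes passed singly, and the list as a whole lay higher (camera of limma, adjusted p = 0.0013; adjusted p = 0.73 with an estimated correlation), a call lost with the germ line score as a covariate (camera of limma, adjusted p = 0.30) and without the libraries rich in osk (camera of limma, adjusted p = 0.40), while the 13 ovary genes, of which none passed there, were not called (camera of limma, adjusted p = 0.57). Of 12 Notch pathway genes 6 were higher in P1 (camera of limma, adjusted p = 0.022; adjusted p = 0.33 with an estimated correlation), 2 in Fe (camera of limma, adjusted p = 0.019; adjusted p = 0.33 with an estimated correlation), and 8 were lower in A1 (camera of limma, adjusted p = 0.030; adjusted p = 0.35 with an estimated correlation). Of 7 progenitor markers 1 was higher in Fe, 4 when adjusted over the list alone (camera of limma, adjusted p = 0.0017; adjusted p = 0.19 with an estimated correlation), and 3 of 9 enteroendocrine markers were lower in P1 (camera of limma, adjusted p = 0.0047; adjusted p = 0.20 with an estimated correlation).

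Between Fe and P1, CG42700 stood at 257 ± 132 fpkm in Fe and 0.372 fpkm in P1, CG8850 at 43.5 ± 28.5 and 0.0863 fpkm, and CG42807 at 1949 ± 1167 and 19.9 fpkm, while CG12057 stood at 8782 ± 1004 fpkm in P1 and 130.4 fpkm in Fe, and CG11162 at 105 ± 13.2 and 0.480 fpkm. Outside the midgut epithelium, 14 of 18 muscle genes were higher in P1-4 and none was lower (camera of limma, adjusted p = 0.0042; adjusted p = 0.69 with an estimated correlation). In the zones 28 of 62 cytochrome P450 genes were higher in P1-4 and 4 lower (camera of limma, adjusted p = 0.099), and 7 of 22 chitin and peritrophic matrix genes were higher in A1-3 and 4 lower (camera of limma, adjusted p = 5.8e-05; adjusted p = 0.24 with an estimated correlation), a call lost with quantile normalization and with median-ratio scaling.

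The tests by other splits of the libraries were chosen after the results were seen. For the 4931 genes differing among the segments 1 of 100 splits, the real one, gave as many, the highest other giving 731, and for the 1069 genes higher in 1 segment again 1 of 100, the highest other giving 303, so chance can be excluded. For the 1397 genes higher in 1 zone it was 1 of 100 (highest other 292), which excludes chance for that count. For the 69 list calls among segments it was 3 of 100, but the highest other split gave 74. That count lies within the range of the other splits, and chance is not excluded for it. The other splits still gave a median of 53 such calls, so most single list calls are not set apart from other splits. For the 26 list calls among zones it was 38 of 100 (highest other 35), so chance cannot be excluded. For the 930 genes differing between Fe and P1 it was 1 of 10 (highest other 10), too few splits to exclude chance.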
